# Analyses of circRNA profiling during the development from pre-receptive to receptive phases in the goat endometrium

**DOI:** 10.1186/s40104-019-0339-4

**Published:** 2019-04-25

**Authors:** Yuxuan Song, Lei Zhang, Xiaorui Liu, Mengxiao Niu, Jiuzeng Cui, Sicheng Che, Yuexia Liu, Xiaopeng An, Binyun Cao

**Keywords:** CircRNAs, Dairy goat, Endometrial epithelium cells, Endometrial stromal cells, Receptive endometrium

## Abstract

**Background:**

Recent studies have revealed that noncoding RNAs play important regulatory roles in the formation of endometrial receptivity. Circular RNAs (circRNAs) are a universally expressed noncoding RNA species that have been recently proposed to act as miRNA sponges that directly regulate expression of target genes or parental genes.

**Results:**

We used Illumina Solexa technology to analyze the expression profiles of circRNAs in the endometrium from three goats at gestational day 5 (pre-receptive endometrium, PE) and three goats at gestational day 15 (receptive endometrium, RE). Overall, 21,813 circRNAs were identified, of which 5,925 circRNAs were specific to the RE and 9,078 were specific to the PE, which suggested high stage-specificity. Further analysis found 334 differentially expressed circRNAs in the RE compared with PE (*P* < 0.05). The analysis of the circRNA-miRNA interaction network further supported the idea that circRNAs act as miRNA sponges to regulate gene expression. Moreover, some circRNAs were regulated by estrogen (E2)/progesterone (P4) in endometrial epithelium cell lines (EECs) and endometrial stromal cell line (ESCs), and each circRNA molecule exhibited unique regulation characteristics with respect to E2 and P4.

**Conclusions:**

These data provide an endometrium circRNA expression atlas corresponding to the biology of the goat receptive endometrium during embryo implantation.

**Electronic supplementary material:**

The online version of this article (10.1186/s40104-019-0339-4) contains supplementary material, which is available to authorized users.

## Background

In mammals, endometrial receptivity is essential for successful embryo implantation [1]. The receptive endometrium (RE) is a spatial and temporal phenomenon known as the “window of implantation” [2, 3] that is an absolutely necessary part of the reproductive process. During the “window of implantation”, the endometrium undergoes remarkable changes in construction and function: endometrial stromal cells (ESCs) proliferate, endometrial epithelium cells (EECs) differentiate, and the endometrium acquires adhesive properties that enable embryo adhesion and subsequent invasion [4–6]. Many researchers have proposed that the failure of *in vitro* fertilization embryo transfer using good quality embryos is due to impaired RE [7, 8] or inappropriate epigenetic modifications [9]. Therefore, more studies are urgently needed to explore the molecular regulation mechanisms of RE to improve the success rate of embryo implantation and the fecundity of females, which is one of the most economically important components in animal husbandry [10, 11].

The number of genes and proteins identified from previous studies that are involved in the establishment of RE has exponentially increased [12, 13]. The establishment of RE is a highly dynamic process that is post-transcriptionally regulated, and several epigenetically regulated genes in the endometrium have been identified [14]. Recent studies have demonstrated that noncoding RNAs play important roles in the formation of RE, and we have previously identified 143 differentially expressed miRNAs in the RE compared to the PE [15]. Moreover, another study demonstrated that hsa-miR-30b, hsa-miR-30d, and hsa-miR-494 play important roles in gene reprogramming during the formation of RE in humans [5].

With potential functions as competing endogenous RNAs or miRNA sponges, circRNAs contain miRNA response elements (MREs) that enable them to act as molecular sponges for miRNAs leading to the derepression of miRNA target genes, thereby influencing post-transcriptional regulation [16]. The circRNAs from back-spliced exons have been identified as a naturally occurring family of noncoding RNAs in eukaryotes [17, 18]. In recent years, circRNAs have been the focus of international research, and a large number of circRNAs have been successfully identified in various cell lines and species [19–22]. Furthermore, studies have demonstrated that circRNAs are expressed in eutopic and normal endometrium [23], endometriosis [24], and endometrial cancer [25]. However, there is currently no information available on the expression and function of circRNAs in the developing normal endometrium, or on the differences in circRNAs expression between the RE and PE.

Considering the universal expression of circRNAs and their key role in regulating gene expression, we hypothesized that circRNAs are expressed in the endometrium of dairy goats as potential regulators of RE at the post-transcriptional level. Focusing on these points, we investigated the circRNA expression profile in the endometrium at gestational day 5 (PE) and gestational day 15 (RE) using Illumina Solexa technology. In addition, we analyzed the differentially expressed circRNAs (DECs) in the RE and PE and conducted GO enrichment and KEGG pathway analyses of the hosting genes of DECs (hg-DECs). Then, we examined the regulatory relationships between circRNAs with miRNAs and corresponding mRNAs.

## Methods

### Ethics statement and sample collection

All experimental goats were provided by XinLongMen milk goat breeding Farm, Xi’an, Shaanxi Province, China. The goats were maintained according to the No. 5 Proclamation of the Ministry of Agriculture, P. R. China, and we confirm that all animal protocols and methods were approved by the Review Committee for the Use of Animal Subjects of Northwest A&F University. A total of 10 healthy, 24-month-old multiparous dairy goats (Xinong Saanen) were treated as be described previously [15, 26]. Endometrium samples from 2 goats at gestational day 5 (pre-receptive endometrium, PE) and 2 goats at gestational day 15 (receptive endometrium, RE) were obtained from the anterior wall of the uterine cavity. What’s more, the other 6 goats were treated to verify the results of RNA-Seq.

### RNA-Seq analysis

Total RNA was isolated and purified using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Agilent 2100 with RIN number > 7.0. Approximately 5 μg of total RNA was used to deplete ribosomal RNA according to the manuscript of the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, USA). After removing ribosomal RNAs, the remaining RNAs were fragmented into small pieces using divalent cations under 94 °C. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA, which were next used to synthesise U-labeled second-stranded DNAs with *E. coli* DNA polymerase I, RNase H and dUTP. An A-base was then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single-or dual-index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme treatment of the U-labeled second-stranded DNAs, the ligated products were amplified with PCR by the following conditions: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 s, annealing at 60 °C for 15 s, and extension at 72 °C for 30 s; and then final extension at 72 °C for 5 min. The average insert size for the final cDNA library was 300 bp (±50 bp). At last, we performed the paired-end sequencing on an Illumina Hiseq 4000 (LC Bio, China) following the vendor’s recommended protocol. The RNA-Seq data was deposited in GEO (GSE85384).

### Sequence and primary analysis

Prior to reference genome mapping, the raw data (raw reads) were processed to remove low quality reads. In this step, clean reads (valid data) were obtained by removing reads containing adapter sequences, the uncertain base number in a read was more than 5%, low quality reads (1, reads containing sequencing adaptors; 2, reads containing sequencing primer; 3, nucleotide with *q*-value < 20). All of the downstream analyses were based on high quality clean data.

### RNA-Seq reads mapping

CircRNAs are thought to be predominantly produced by back-splicing reactions that covalently link the 3′ splice donor (3′ end) of an downstream exon to the 5′ splice acceptor (5′ end) of an upstream exon [27, 28]. Due to the rearranged exon ordering, specific algorithms are required to annotate these back-spliced exon events for circular RNA prediction. Firstly, the clean reads (valid data) were mapped to the goat reference genome (http:/www.gencodegenes.org/, GRCh38) using a publicly available program TopHat 2 (http://ccb.jhu.edu/software/tophat/index.shtml) [29], what aligns the reads to genomes using the ultra high-throughput short read aligner Bowtie2 [30], and then analyzes the mapping results to identify splice junctions between exons.

Secondly, the unmapped reads with TopHat but could be mapped with TopHat-Fusion (http://ccb.jhu.edu/software/tophat/fusion_index.shtml) on the same chromosome in a noncolinear ordering (back-spliced ordering) were extracted as candidate back-spliced junction reads. Last, the circRNAs were identified from back-splice junction reads based on structural and splice sites characters of circRNAs: (1) the two ends of splice sites must be GU/AG, (2) mismatch≤2, (3) back-splice junction reads ≥1, (4) if there were more than 2 splice sites, they were on the same chromosome and not too wide apart from each other more than 100 kb.

### Identification and quantification of goat circRNAs

Cufflinks software was used to assemble circRNAs, estimate their abundances, and test for differential expression, and the unit of the measurement is Fragment Per Kilobase of exon per Million fragments mapped (FPKM) [31] in this study. Only the comparisons with “*q*-value” less than 0.01 and status marked as “OK” in the Cuffdiff output were regarded as showing differential expression.

### GO enrichment and KEGG pathway analysis of circRNA-hosting gene

The hypergeometric test was applied to map all differentially expressed genes to terms in the Gene Ontology (GO) database (ftp://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz) [32], is an international standard gene functional classification system [33]. The corrected *P*-value< 0.05 was used as the threshold to find significantly enriched GO terms in the input list of hgDECs compared to their genomic background [26]. In addition, GO DAG, what illustrated the relationships of the GO terms [34], were explained the using cytoscape 2.8.1 version [35].

KEGG helped researchers to better understanding the biological functions of genes based on large-scale molecular datasets (http://www.genome.jp/kegg/) [36]. In this study, the corrected *P*-value< 0.05 was used as a threshold [37] to find significantly enriched KEGG terms in the input list of DEGs compared to their genomic background [38].

### The interaction network analysis of circRNA-miRNA

CircRNAs are believed to contribute substantially to the competing endogenous RNAs network for the studies what reported it acted as miRNA sponges to regulate gene expression [16, 39]. In this study, two publicly available program, Targetscan 7.0 (http://www.targetscan.org/vert_72/ and miRanda (http://www.microrna.org/microrna/home.do), were used to predict the interaction of circRNA-miRNA. The potential regulated relationship between the DECs in the present study and the goat miRNAs were also predicted by Targetscan 7.0 and miRanda.

### RNA preparation and RT-qPCR

After sequencing, the other 6 goats (3 goats at day 5, and 3 goats at day 15) were treated to verify the results of RNA-Seq using RT-qPCR. Total RNA from the goat endometrium were extracted using Trizol reagent (TaKaRa, Dalian, China), 1% agarose gel electrophoresis and spectrometry (A260/A280) ratio were detected to judge the RNA quality [40–42]. And then the RNA was incubated for 15 min at 37 °C with or without (mock) 3 U/μg of RNase R (Epicenter Biotechnologies, Chicago, USA). To quantify the amount of circRNA, cDNA was synthesized with the Prime Script RT reagent Kit with gDNA Eraser (TaKaRa, Dalian, China) using random hexamers. In particular, the divergent primers annealing at the distal ends of circRNA and RT-qPCR were used to determine the abundance of circRNA. GAPDH was used as the reference, the relative expression levels of the mRNAs were calculated using the eq. *N* = 2^-ΔΔCt^. What’s more, the PCR products from the individual circRNAs were further identified by Sanger sequencing.

### Cell culture and treatment

Caprine endometrial epithelial cell (EEC) and stromal cell (ESC) lines were kindly provided by Dr. Y.P. Jin (Northwest A&F University, Yangling, China) [43]. Cells were cultured and maintained in Dulbecco′s Modified Eagle Medium (DMEM)-Hank F12 (Gibco, Invitrogen Corporation, Grand Island, NY, USA) supplemented with 10% charcoal stripped fetal bovine serum (FBS; Gibco, USA) and antibiotics (100 U/mL penicillin and 100 mg/mL streptomycin) at 37 °C in a 5% CO_2_ atmosphere [44]. The cells were treated with different concentrations of estradiol (E2, Selleck, Catalog No. S1709) and progesterone (P4, Selleck, Catalog No. S1705) respectively (Additional file 1: Table S1), total RNAs were extracted from cells at 24 h. And then, the expression levels of some circRNAs were detected as mentioned above.

## Results

### Overview of sequencing data

To systematically identify circRNAs and their changes in expression levels between the PE and RE in Xinong Saanen dairy goats, we purified and sequenced RNA using the Illumina paired-end RNA-Seq approach. 

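CircRNAs are RNAs in which the end of a downstream exon, or of an intron (ciRNAs), is joined back to an upstream splice site. The deposited data hold 4 libraries, each from the endometrium of a different goat: PE1 and PE2 from gestational day 5 and RE1 and RE2 from gestational day 15. For example, circRNA8077, the upregulated DEC of the paper with the highest FPKM value in the RE, is formed by 3 exons of CRIM1 and was identified in RE1 and RE2 and listed at 0 in PE1 and PE2. CircRNA3165 of SOGA2, by contrast, was identified in all 4 libraries. In the paper's RT-qPCR on other goats, circRNA3165 followed the sequencing and circRNA8077 did not. The authors mapped the valid reads with TopHat2, realigned the reads left over with TopHat-Fusion, filtered the back-splice junctions and computed for each circRNA and library a count of reads and an FPKM value with Cufflinks. Valid reads numbered 97221382 in PE1, 90932620 in PE2, 93484420 in RE1 and 94261188 in RE2, and 77.97%, 75.96%, 58.93% and 64.59% of them mapped to the genome, respectively. The counts over all circRNAs summed to 2811716 in PE1, 3356039 in PE2, 1067566 in RE1 and 2229629 in RE2, so that RE1 has the least depth. These counts are 33.7 to 91.3 times the confident junction reads of the paper's Table 2. They therefore include reads away from the junction, among which reads of any linear transcript left in the RNA cannot be separated. The paper's results and the submitters' labels state that the RNA was treated with RNase R, which digests linear RNA, while the paper's methods name no such step for the libraries. A circRNA with no junction identified in a library is listed at 0 there.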

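From these values, counts were rounded to whole numbers and compared between stages with edgeR's quasi-likelihood test, with TMM normalization and a filter on low counts (filterByExpr), and with Benjamini-Hochberg adjustment over the 7940 circRNAs tested. A positive log2 fold change means a higher level in the RE. The counts of all circRNAs of a hosting gene, such as the 20 circRNAs of CRIM1 or the 7 of OGDH, were also summed and tested in the same way over 3760 hosting genes. With 2 goats per stage, no two-sided exact permutation test of a single value can give a p below 0.333. Positions are printed as the authors' files give them, and the goat genome build of these files is not given in the sources used here beyond the name GRCh38 in the paper's methods.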

First, we isolated total RNA from 3 PE tissues and 3 RE tissues, then we ribosomal RNA-depleted and RNase R-treated the total RNA, generating a total of 120 million paired-end reads of 250 (± 50) bp in length. This approach yielded 18 Gb of sequence, representing approximately seven times the size of the genome (2.66 Gb). The distribution and uniformity of the repeated samples were analyzed using principal component analysis (Additional file 2: Figure S1A), and a boxplot was used to identify outliers and evaluate the overall quality (Additional file 2: Figure S1B). The box-plot distribution of the log_10_ FPKM (Fragment Per Kilobase of exon per Million fragments mapped) values suggested that the median and quartile values among the samples compared in terms of differential expression were almost identical. Thus, these two samples were discarded for poor repeatability, and ~ 90 million clean reads (~14Gb) were obtained after the low-quality data were separated out and discarded. 

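The highest FPKM value in RE2 was 1404.4, for circRNA13245 of RPS2, a gene of a protein of the small ribosomal subunit. In PE2 it was 2298.7, for circRNA20130 of RARRES1, a gene induced by retinoic acid, and in RE1 it was 1290.3, for ciRNA307 of LRR1. ciRNAs of LRR1 were among the 5 highest in each of the 4 libraries, and circRNA7960 of POSTN, which encodes the matrix protein periostin, was second in RE2 at 650.7. No circRNA was among the 5 highest of more than 1 library. Over the circRNAs found in each library, the median FPKM value was 6.17 in PE1, 5.14 in PE2, 4.12 in RE1 and 5.84 in RE2. The lower and upper quartiles were 3.11 and 12.86 in PE1, 2.64 and 10.6 in PE2, 2.17 and 7.94 in RE1, and 2.91 and 11.56 in RE2. Each of these values comes from a single library and carries no replicate error.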

A detailed summary for each sample is provided in Table 1.

**Table 1:** The overview of the results of RNA-Seq in each sample

Sample	Raw data		Valid data		Valid ratio, %	Q20, %	Q30, %	GC content, %
	Read	Base	Read	Base				
PE1	120,000,000	18.00G	97,237,044	14.59G	81.03	99.48	94.62	49
PE2	120,000,000	18.00G	90,947,840	13.64G	75.79	99.44	94.36	52.5
RE1	120,000,000	18.00G	93,492,408	14.02G	77.91	99.33	93.68	50
RE2	120,000,000	18.00G	94,273,656	14.14G	78.56	99.41	93.82	51

### The reference genome mapping

The clean reads (valid data, Table 1) of every sample were aligned to the goat reference genome. TopHat-Fusion was used for the nonlinear alignment of the back-splice junction reads (Additional file 3). Moreover, circRNAs can arise from exons or introns, and these distinct species show independent modes of generation. Thus, the reads mapped to the genome were divided into three groups (exonic, intronic, and intergenic) based on their origin (Fig. 1a). Furthermore, approximately 23% circRNAs were more than 1 kb in length (Fig. 1b).

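The spliced length, which follows from the count and the FPKM value of a circRNA, was 234 nucleotides for circRNA3895, a single exon of CMBL, 489 for circRNA8077 of CRIM1, 818 for circRNA5540 of OGDH and 1305 for circRNA4632 of RHOBTB3. The longest, ciRNA780 of USP3, a deubiquitinase gene, had 16010 nucleotides. Of the exonic circRNAs, 4738 (22.9%) were longer than 1000 nucleotides, and of the ciRNAs 258 (23.6%). The median was 591 nucleotides for exonic circRNAs (quartiles 382 and 951) and 558 for ciRNAs. The circRNAs found in all 4 libraries had a median of 513 nucleotides and those found in 1 library a median of 628. Counted instead as the genomic distance between both ends, introns included, 90.6% of the circRNAs spanned more than 1000 bases.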

**Fig. 1:**
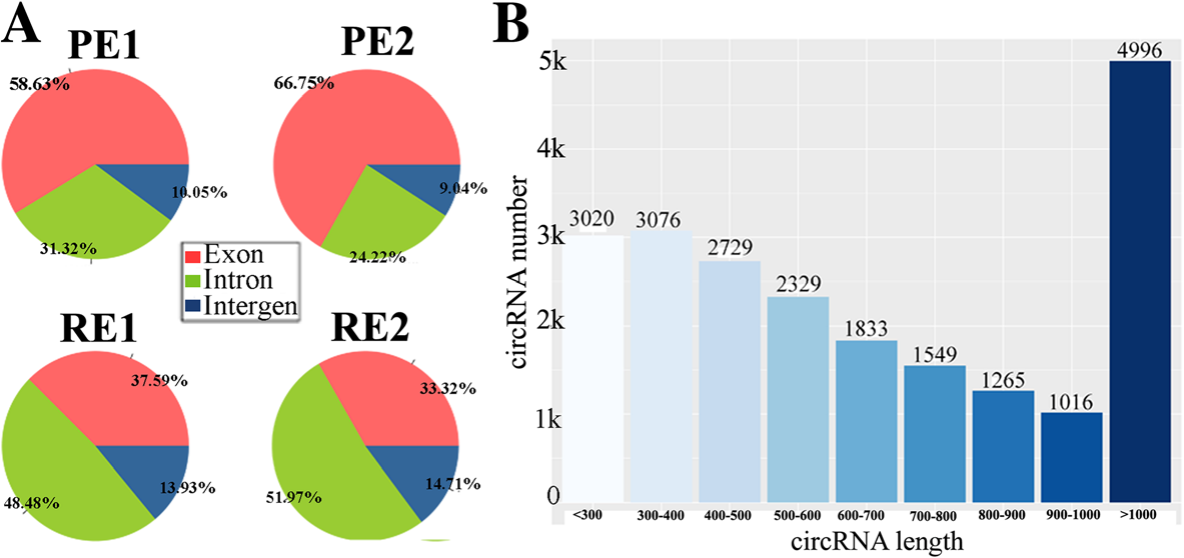
Genome and length distribution of circRNAs. Note: **a** showed the genome distribution of circRNAs, ~ 60% of the circRNAs in PE was annotated to exon and the percentages felt to ~ 30% in RE. **b** was the length distribution of circRNAs, and 4996 circRNAs (23%) were more than 1 kb in length

### Identification of goat circRNAs

In this study, the circRNA number and the corresponding circRNA-hosting gene number in every sample are shown in Table 2, and a total of 21,813 circRNAs were identified (Additional file 4). More than 95% of the circRNAs (20,720 circRNAs) consisted of protein coding exons, and only 5% of the circRNAs (1,093) identified were circular intronic RNAs (ciRNAs). 

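CircRNA2859 of ALDH18A1, a gene of proline synthesis, is an exonic circRNA of 5 exons, and circRNA9422 of LOC102183469 one of 9 exons. NFKBIA, which encodes an inhibitor of NF-kappa B, and USP3 host ciRNAs. In the deposited table 20717 exonic circRNAs and 1093 ciRNAs could be used, from 5457 hosting genes, and 3 further entries were not used here. Exonic circRNAs had a median of 4 exons. The number identified was 7967 in PE1, 12112 in PE2, 6977 in RE1 and 9186 in RE2, from 3368, 4160, 3123 and 3563 hosting genes.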

We annotated these circRNA candidates based on the location of the corresponding circRNA-hosting genes, and 5,457 corresponding circRNA-hosting genes were mapped to the goat genome.

**Table 2:** Number of circRNAs and circRNA-hosting genes in goat endometrium

Sample	PE1	PE2	RE1	RE2	Total
Candidate back-spliced junction reads^a^	924,831 (0.95%)	911,567 (1.00%)	1,490,765 (1.59%)	1,895,346 (2.01%)	/
Condident post reads^b^	30,793 (0.03%)	70,062 (0.08%)	31,717 (0.03%)	44,567 (0.05%)	/
CircRNA number^c^	7,968	12,114	6,980	9,188	21,813
CircRNA-hosting gene number^d^	3,369	4,160	3,123	3,563	5,457

^a^ the number of candidate back-spliced junction reads; ^b^ the number of the A after the reads were adjusted and filtered based on the sequence features of back-spliced junction; ^c^ the number of circRNAs; ^d^ the number of circRNA-hosting genes

### Differential expression of circRNAs in the receptive and pre-receptive endometrium

The expression levels of circRNAs were normalized by FPKM value, and the FPKM distribution of circRNA in each sample is shown in Table 3. More than 80% of the circRNAs were detected at medium expression levels (FPKM), and approximately 2% of the circRNAs were found to be highly expressed in the PE and RE libraries, respectively.

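CircRNA5540 of OGDH, at FPKM values of 128.8 in PE1 and 148.4 in PE2, belonged to the highest class of Table 3 in the PE, while circRNA10326 of MET, the receptor of hepatocyte growth factor, lay in the middle classes at 10.02 in RE1 and 11.6 in RE2. CircRNA10336 of DOCK4, a guanine nucleotide exchange factor gene, stood at 1.03 and 1.17 in the same libraries. The middle classes, from 0.3 to 15, held 78.17% of the circRNAs found in PE1, 82.64% in PE2, 89.04% in RE1 and 80.97% in RE2. Values above 15 made up 20.64%, 15.84%, 10.09% and 17.77%, and values above 60 made up 2.28%, 1.87%, 1.02% and 1.8%, in the same order. A high value in 1 goat did not assure a listing in the other goat of the stage: of the 1644 circRNAs above 15 in PE1, 822 (50%) were listed at 0 in PE2, and of the 704 in RE1, 366 (52%) were listed at 0 in RE2.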

**Table 3:** The interval analysis of circRNA expression (FPKM)

	Sample	PE1	PE2	RE1	RE2
Lowly expressed circRNAs^a^	0–0.1 FI	20 (0.25%)	58 (0.48%)	18 (0.26%)	35 (0.38%)
	0.1–0.3 FI	84 (1.05%)	147 (1.21%)	51 (0.73%)	89 (0.97%)
Medium expressed circRNAs^b^	0.3–3.57 FI	2,523 (31.66%)	4,506 (37.20%)	3,284 (47.05%)	3,116 (33.91%)
	3.57–15 FI	3,861 (48.46%)	5,663 (46.75%)	2,995 (42.91%)	4,504 (49.02%)
Highly expressed circRNAs^c^	15–60 FI	1,314 (16.49%)	1,523 (12.57%)	563 (8.07%)	1,288 (14.02%)
	> 60 FI	166 (2.08%)	217 (1.79%)	69 (0.99%)	156 (1.70%)

FPKM value (Fragment Per Kilobase of exon per Million fragments mapped) were categorized into six groups in this study. *FI* FPKM interval. ^a^ circRNAs expressional level < 0.3 RPKM; ^b^ circRNAs expressional level ranging from 0.3 to 15 RPKM. ^c^ circRNAs expressional level > 15 RPKM

The fold changes (log_2_(PE/RE)) and corresponding significance threshold of the *P*-value were estimated according to the normalized circRNAs expression levels. Based on the expression levels, the DECs between the PE and RE were considered significant when *P* < 0.05. A total of 334 circRNAs significantly differed in terms of FPKM levels between the PE and RE (Additional file 5). 

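Among the circRNAs with the smallest p higher in the RE were circRNA7870 of FAM208B, with counts of 457.5 in RE1 and 845 in RE2, circRNA9865 of EBF1, a transcription factor gene, with 495.6 and 773.2, circRNA11410 of the lysophosphatidic acid receptor gene LPAR1, and circRNA9021 of ZNF507, all listed at 0 in PE1 and PE2. Those with the smallest p lower in the RE were circRNA2563 of NPEPPS, an aminopeptidase gene, with counts of 1357.4 in PE1 and 1082.7 in PE2, circRNA2688 of MBTPS1, with 1525.5 and 1329.6, circRNA5748 of LRIG2, circRNA43 of SMARCA1 and circRNA404 of SULF2, all listed at 0 in RE1 and RE2. None of these passed the test: each had an adjusted p of 0.1235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 7940 circRNAs tested, 0 passed an adjusted p of 0.05 in edgeR and 1261 had an unadjusted p under 0.05 (817 lower and 444 higher in the RE). DESeq2 called 601, limma on log2(FPKM + 1) called 0 and limma on log2(FPKM + 0.1) called 1200. In simulated data, edgeR over all circRNAs called 0% of 4-fold and 0% of 16-fold changes. Not passing this test therefore does not show that a circRNA did not change. Pairings of the libraries that mix the stages gave 1353 and 481 calls in DESeq2, and 1332 and 0 in limma on log2(FPKM + 0.1). The authors' deposited table holds p-values that an unequal-variance test on the FPKM values gave again to within a factor of 1.00064, with 334 circRNAs under 0.05 that also differed at least 2-fold between stages. The smallest value was 0.631 after Benjamini-Hochberg adjustment over all circRNAs. Of the 334, 324 were tested by edgeR and 300 had an unadjusted p under 0.05 in the same direction, 234 lower and 66 higher.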

Overall, 257 differentially expressed circRNAs were downregulated, whereas 77 circRNAs were upregulated in the RE compared to the PE. 

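Most DECs compare a stage in which both goats gave a similar value with a stage listed at 0 in both goats. CircRNA3537 of LOC102171384 had FPKM values of 67.5 in PE1 and 71.1 in PE2, and circRNA2468 of UTP6, a gene of small ribosomal subunit processing, had 35.6 and 34.1, and both were listed at 0 in RE1 and RE2. CircRNA8356 of LOC100861391 was listed at 0 in both PE goats, with 45.4 in RE1 and 52.8 in RE2. In all, 304 of the 334 DECs were listed at 0 in both goats of a stage. Of the DECs, 15 were found in all 4 libraries, 10 lower and 5 higher in the RE, among them circRNA5990 of PIK3R3 and circRNA3165 of SOGA2. For the DECs listed at 0 in a whole stage, the p-value rests on the closeness of 2 values, since the other stage has no spread.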

Further analysis showed that 30 of the 334 DECs were co-expressed in the two physiological stages of the goat endometrium, whereas 65 DECs were specifically expressed in the RE and 239 were specifically expressed in the PE (Fig. 2, Additional file 6).

**Fig. 2:**
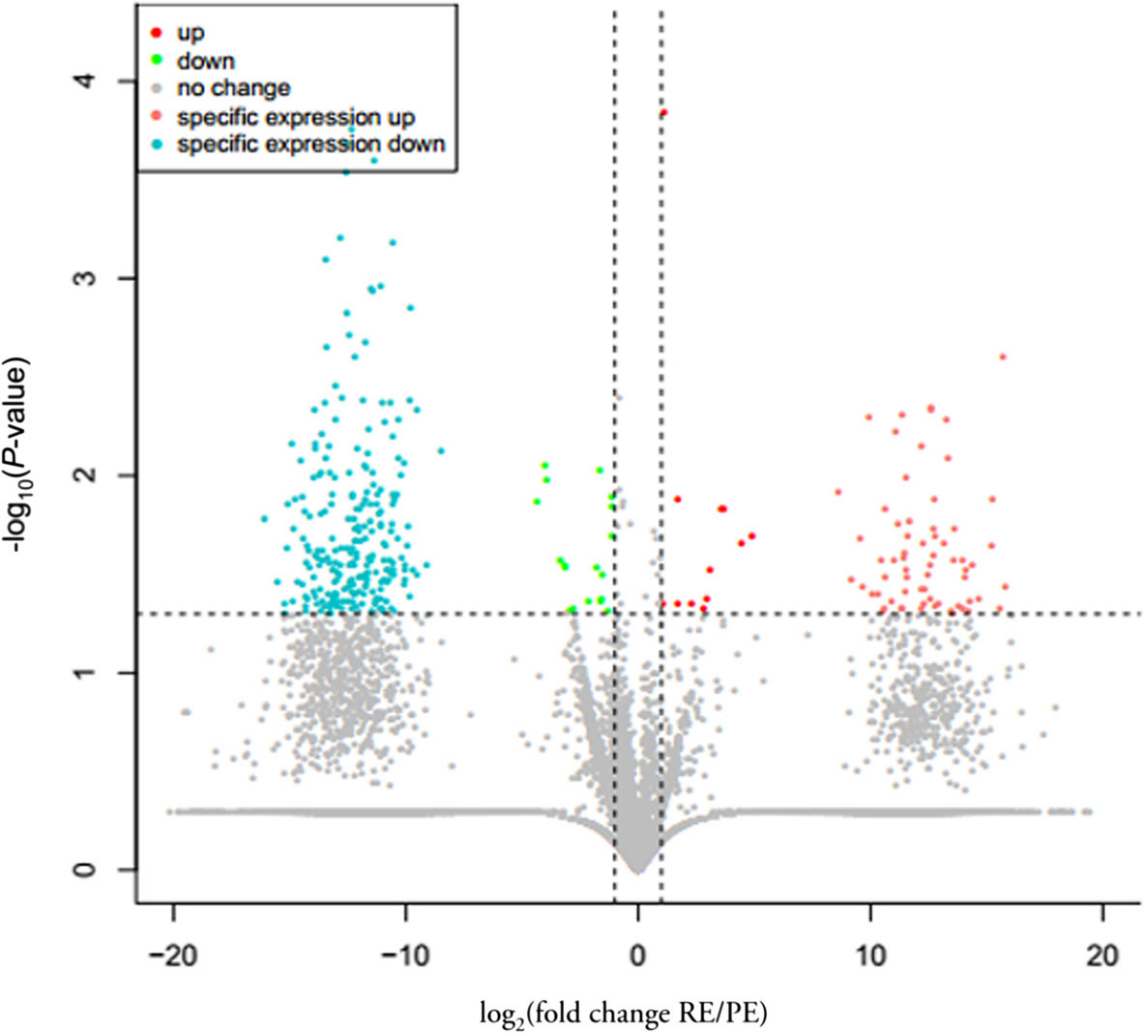
The detected circRNAs in PE and RE of dairy goat. Note: Volcano plot showing *P* values (−log_10_) versus circRNAs ratio of RE/PE (log_2_). Red, 12 up-regulated circRNAs; green, 18 down-regulated circRNAs; gray, 21,479 not significantly changed circRNAs; pink, 65 specifically in RE; blue, 239 specifically in PE. Fisher’s exact test *P* < 0.05

The ten most upregulated circRNAs in RE compared to PE with the ten highest FPKM values are shown in Table 4. 

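CircRNA5990 is formed by 6 exons of PIK3R3, which encodes a regulatory subunit of phosphatidylinositol 3-kinase, on chromosome 3 from 96463556 to 96486780. Its FPKM value was 4.78 ± 2.68 (SD, n = 2) in the PE and 23.6 ± 4.13 (SD, n = 2) in the RE. Its log2 fold change was 2.63 (standard error 0.609, adjusted p = 0.166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not pass. When only the 2122 circRNAs found in all 4 libraries were tested, it rose in the RE by a log2 fold change of 2.61 (standard error 0.41, adjusted p = 0.0493 from the same test). CircRNA8828 of SLC26A7, an anion transporter gene, on chromosome 14 from 83420623 to 83446995, had 21.4 ± 1.36 (SD, n = 2) in the RE and was listed at 0 in both PE goats. Of the pair from LOC102183469 on chromosome 23, circRNA9422 had 26.3 ± 2.43 (SD, n = 2) in the RE and was listed at 0 in the PE, and circRNA9423 had 24.7 ± 2.88 (SD, n = 2) in the RE, 0 in PE1 and 3.75 in PE2. CircRNA8356 lies on chromosome 10 from 69936037 to 69948386 and had 49.1 ± 5.19 (SD, n = 2) in the RE. Like circRNA5990, the others did not pass over all circRNAs tested, with adjusted p-values of 0.1235 (circRNA8828, circRNA9422 and circRNA8356) and 1 (circRNA9423) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As they were not found in all 4 libraries, they were not part of the test over 2122 circRNAs.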

The FPKM value of circRNA8077 was highest (FPKM value = 57.95) in the RE, followed by circRNA8071 (FPKM value = 53.65). Notably, five of the ten upregulated circRNAs in the RE were derived from cysteine-rich motor neuron 1 (*CRIM1*), revealing that one gene could produce multiple circRNAs. 

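CRIM1 encodes a transmembrane protein with cysteine-rich repeats that binds growth factors of the TGF-beta superfamily. Its circRNAs lie on chromosome 11 between 18624309 and 18758176. In the RE, circRNA8077 (18743178 to 18746831) had an FPKM value of 57.9 ± 4.72 (SD, n = 2), circRNA8071 (18675289 to 18699800) 53.7 ± 0.292 (SD, n = 2), circRNA8073 (18699679 to 18713889) 39.8 ± 1.17 (SD, n = 2) and circRNA8074 (18710208 to 18713889) 38.6 ± 1.92 (SD, n = 2), and all 4 were listed at 0 in both PE goats. CircRNA8072 (18675289 to 18713889) had 46.8 ± 0.214 (SD, n = 2) in the RE, 0 in PE1 and 3.06 in PE2. CircRNA8072 overlaps circRNA8071, circRNA8073 and circRNA8074. CircRNA8077 overlaps none of these but overlaps other CRIM1 circRNAs, such as circRNA8078. How reads over shared exons were assigned was not tested. Of the 20 circRNAs of CRIM1, 19 had a higher mean in the RE and 6 were DECs. Another 6 that were not DECs had a higher RE mean than circRNA8077, among them circRNA8079 at 95.1 and circRNA721 at 93.7. No CRIM1 circRNA passed over all circRNAs tested, with adjusted p = 0.1235 for circRNA8071, circRNA8073, circRNA8074 and circRNA8077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 that were found in each of the 4 libraries passed among such circRNAs: circRNA723 rose by a log2 fold change of 4.63 (standard error 0.461), circRNA719 by 3.80 (standard error 0.388) and circRNA720 by 3.71 (standard error 0.368), each with adjusted p = 0.0111 from the same test.

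**Figure D1:**
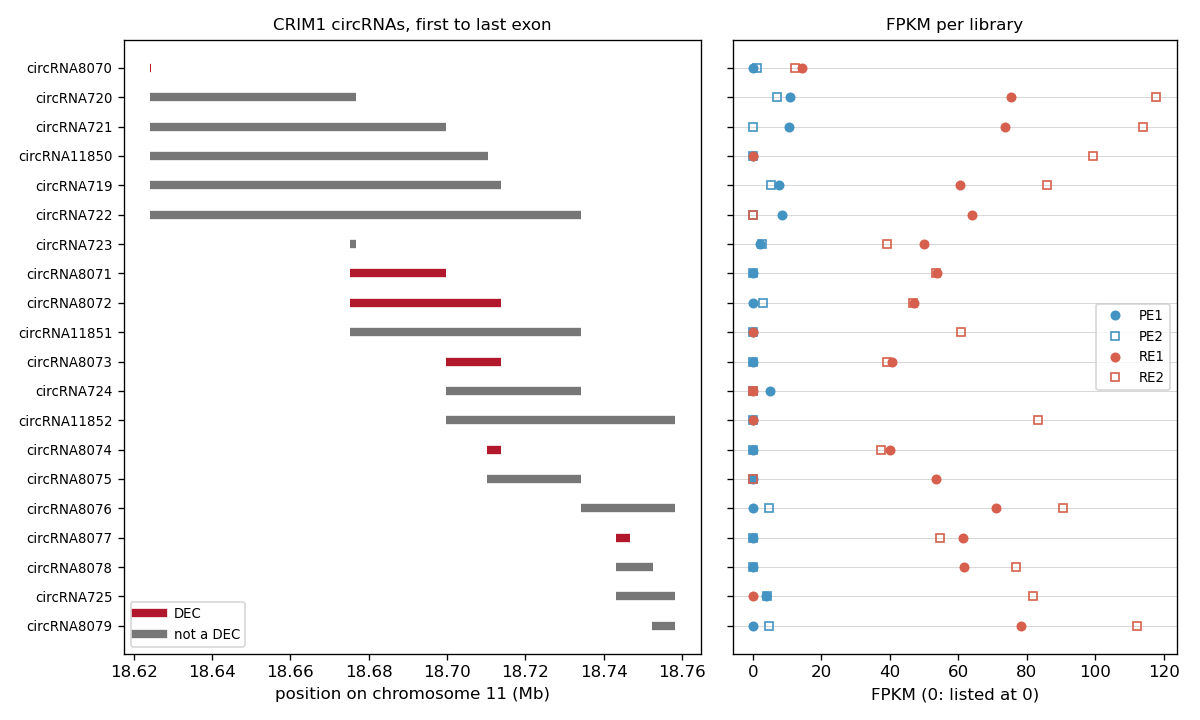
CircRNAs of CRIM1 on chromosome 11. On the left, each bar runs from the first to the last exon of a circRNA (horizontal axis in Mb), in red for DECs and in grey for the others. On the right, each point is the FPKM value of 1 library (PE in blue, RE in red, filled circles for replicate 1 and open squares for replicate 2). The PE libraries reach at most 10.8 and the RE libraries 117.8.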

The downregulated circRNAs with the ten highest FPKM values in the PE are shown in Table 5. The highest was circRNA5540 (FPKM value = 138.64, 15.37-fold decrease) in the PE, followed by circRNA2859 (FPKM value = 86.99, 20.27-fold decrease), and circRNA3537 (FPKM value = 69.31). 

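CircRNA5540, formed by 6 exons of OGDH, a subunit gene of the 2-oxoglutarate dehydrogenase complex of the citric acid cycle, lies on chromosome 4 from 74328254 to 74337199. Its FPKM value was 139 ± 13.9 (SD, n = 2) in the PE, 18.0 in RE1 and 0 in RE2. CircRNA2859 of ALDH18A1, on chromosome 26 from 15524072 to 15531160, had 87.0 ± 9.1 (SD, n = 2) in the PE, 8.58 in RE1 and 0 in RE2, and circRNA3895 of CMBL, on chromosome 20, had 62.3 ± 9.25 (SD, n = 2) in the PE, 13.8 in RE1 and 0 in RE2. CircRNA3537 of LOC102171384, on chromosome 22 from 51555508 to 51571750, had 69.3 ± 2.52 (SD, n = 2), circRNA404 of SULF2, a heparan sulfate 6-O-endosulfatase gene, 47.0 ± 3.63 (SD, n = 2), circRNA4632 of RHOBTB3 38.1 ± 4.19 (SD, n = 2), circRNA3314 of TMEM159 38.0 ± 3.71 (SD, n = 2), circRNA2101 of CAPRIN1 35.1 ± 1.83 (SD, n = 2) and circRNA2468 of UTP6 34.8 ± 1.07 (SD, n = 2) in the PE. All 6 were listed at 0 in both RE goats. CircRNA3165 of SOGA2 was the only circRNA of Table 5 found in every library, with 37.6 ± 2.3 (SD, n = 2) in the PE and 15.3 ± 4.5 (SD, n = 2) in the RE. None of the 10 passed: the log2 fold change was -3.32 (standard error 3.68, adjusted p = 1) for circRNA5540, -3.72 (standard error 3.57, adjusted p = 1) for circRNA2859 and -1.03 (standard error 0.361, adjusted p = 0.425) for circRNA3165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.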

A heatmap of the Pearson’s correlation values and a dendrogram of the correlation between the 20 DECs are provided in Fig. 3.

**Table 4:** The up-regulated circRNAs with top 10 highest FPKM value in RE

Accession No.	PE1	PE2	RE1	RE2	Mean RE	Mean PE	log_2_ (fold change)	*P*-value	Isoform name	Gene name
circRNA5990	6.7	2.88	21	26	23.56	4.78	2.3014 (4.93)	0.04502	XM_005678520.1	*PIK3R3*
circRNA8071	0	0	54	53	53.65	0	Inf	0.00245	XM_005686534.1	*CRIM1*
circRNA8072	0	3.06	47	47	46.79	1.53	4.93635 (30.62)	0.02029	XM_005686534.1	*CRIM1*
circRNA8073	0	0	41	39	39.82	0	Inf	0.01318	XM_005686534.1	*CRIM1*
circRNA8074	0	0	40	37	38.61	0	Inf	0.02234	XM_005686534.1	*CRIM1*
circRNA8077	0	0	61	55	57.95	0	Inf	0.03666	XM_005686534.1	*CRIM1*
circRNA8356	0	0	45	53	49.11	0	Inf	0.04748	XM_005685948.1	*LOC100861391*
circRNA8828	0	0	20	22	21.44	0	Inf	0.02856	XM_005689247.1	*SLC26A7*
circRNA9422	0	0	25	28	26.31	0	Inf	0.04159	XM_005696368.1	*LOC102183469*
circRNA9423	0	3.75	23	27	24.73	1.87	3.72163 (13.19)	0.01463	XM_005696368.1	*LOC102183469*

*Inf* mean that the circRNA was specifically expressed in RE

**Table 5:** The down-regulated circRNAs with top 10 highest FPKM value in PE

Accession No.	PE1	PE2	RE1	RE2	Mean RE	Mean PE	log_2_ (fold change)	*P*-value	Isoform name	Gene name
circRNA2101	36	33.8	0	0	0	35.13	-Inf	0.02343	XM_005690075.1	*CAPRIN1*
circRNA2468	36	34.1	0	0	0	34.81	-Inf	0.01383	XM_005693233.1	*UTP6*
circRNA2859	93	80.6	8.6	0	4.29	86.99	−4.3413 (20.27)	0.0136	XM_005698259.1	*ALDH18A1*
circRNA3165	36	39.3	12	18	15.28	37.64	−1.3007 (2.46)	0.0479	XM_005697224.1	*SOGA2*
circRNA3314	41	35.4	0	0	0	38.03	-Inf	0.04388	XM_005697586.1	*TMEM159*
circRNA3537	68	71.1	0	0	0	69.31	-Inf	0.01638	XM_005696014.1	*LOC102171384*
circRNA3895	56	68.9	14	0	6.88	62.32	−3.179 (9.06)	0.02825	XM_005694861.1	*CMBL*
circRNA404	50	44.4	0	0	0	47.00	-Inf	0.03469	XM_005688727.1	*SULF2*
circRNA4632	41	35.2	0	0	0	38.13	-Inf	0.04937	XM_005683482.1	*RHOBTB3*
circRNA5540	129	148	18	0	9.02	138.64	−3.9416 (15.37)	0.01064	XM_005679323.1	*OGDH*

*Inf* mean that the circRNA was specifically expressed in PE

**Fig. 3:**
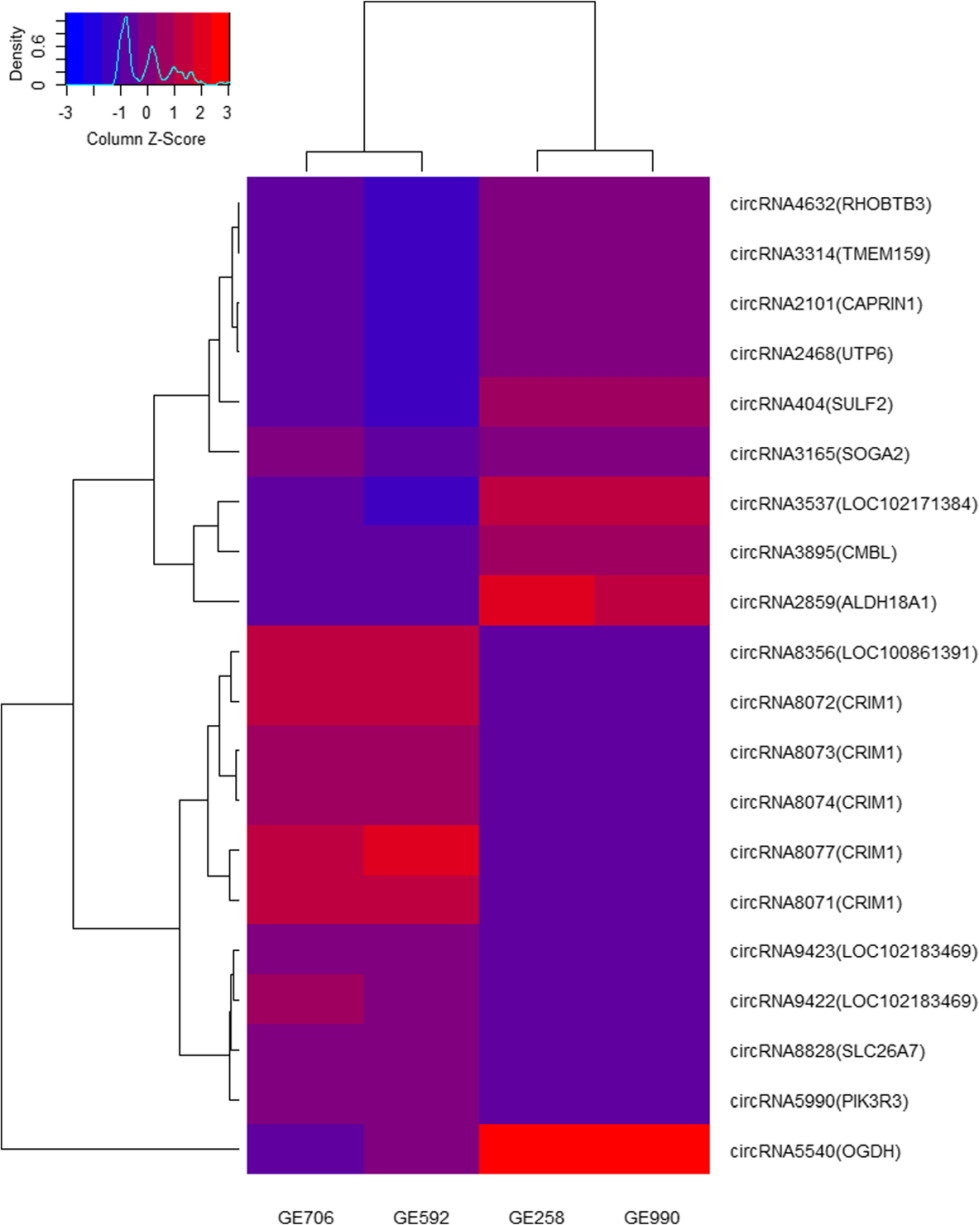
Clustering analysis of differentially expressed circRNAs with 10 higher expression levels. Note: Heat map of Pearsons correlation across the differentially expressed circRNAs with top 10 highest FPKM value in RE and top 10 in PE, and their corresponding hosting genes are showed in the parenthesis. A dendrogram of correlation between circRNAs is shown to the left of the heatmap

### GO and KEGG analysis of the circRNA-hosting genes

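UTRN, which encodes the dystrophin relative utrophin, gave 80 circRNAs, the most of any hosting gene. It was followed by LRBA with 70, LAMA2, the gene of laminin alpha 2, with 52, ADAMTS9, a protease gene of the extracellular matrix, with 50, SYNE1, which encodes the nuclear envelope protein nesprin, with 48, and DYNC2H1, a dynein heavy chain gene, with 47. Over all hosting genes the mean was 4 and the median 2 circRNAs. A single circRNA came from 2020 hosting genes (37%), and 10 or more from 491. When only circRNAs found in at least 2 libraries were counted, 3200 hosting genes remained, with a mean of 2.52, and 47.6% of them had a single circRNA.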

In this study, 21,813 circRNA were annotated to 5,457 circRNA-hosting genes, suggesting that a single gene might produce more than one circRNA. For example, in the goat endometrium, *CRIM1* produced twenty circRNAs, *PIK3R3* produced five circRNAs, *OGDH* produced seven circRNAs, and *ALDH18A1* produced three circRNAs (Additional file 4). 

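Circular products of CRIM1 were identified in more numbers in the RE: 7 of its 20 circRNAs in PE1, 8 in PE2, 15 in RE1 and 17 in RE2. For PIK3R3 the numbers were 3 and 2 of 5 circRNAs in the PE and 5 and 2 in the RE, for OGDH 2 and 3 of 7 in the PE and 3 and 2 in the RE, and for ALDH18A1 2 and 2 of 3 in the PE and 1 and 0 in the RE. The FPKM values summed over the circRNAs of CRIM1 were 40.1 ± 11.1 (SD, n = 2) in the PE and 1024 ± 254 (SD, n = 2) in the RE. For PIK3R3 the sums were 10.0 ± 7.58 (SD, n = 2) and 54.9 ± 19.6 (SD, n = 2), for OGDH 239.9 ± 83.3 (SD, n = 2) and 61.2 ± 9.07 (SD, n = 2), and for ALDH18A1 138 ± 28.3 (SD, n = 2) and 4.29 ± 6.07 (SD, n = 2). Other OGDH circRNAs were listed at values above 0 in the RE, such as circRNA14479 at 34.1 in RE2 and circRNA10368 at 22.8 in RE1, both listed at 0 in the PE. Whether reads over exons shared by several circRNAs enter such a sum more than once was not tested. At this level OGDH had a log2 fold change of -1.75 (standard error 0.552, adjusted p = 0.4195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass.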

Considering that a given circRNA is spliced from a given linear transcript, it is likely that the function of the circRNA is related to the function of its hosting gene [22]. Therefore, the circRNA-hosting genes were analyzed by running queries for each gene against the GO database, which provided information related to three ontologies: molecular function, cellular component, and biological process.

Notably, 243 host genes of the 344 DECs (hg-DECs) were annotated to 850 GO terms (Additional file 7). We focused our attention on the GO terms with *P* < 0.05 and found that the hg-DECs were categorized into 41 significant GO terms (Additional file 8). 

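The 334 DECs came from 294 hosting genes, and CRIM1 alone gave 6 of them. TNKS and TNKS2, which encode tankyrases, enzymes that add ADP-ribose chains to proteins, were counted in several of the leading terms. In the authors' deposited table 243 of 4643 annotated hosting genes belong to DECs, and 41 of 850 terms have p under 0.05. A share of 0.05 of the 850 terms would be 42. This is only a nominal number for chance, since p-values move in steps where a term holds few hosting genes. A hypergeometric test on the deposited numbers of hosting genes gave the same p-values. After Benjamini-Hochberg adjustment over the 850 terms 0 passed, with a smallest adjusted p of 0.0858. With the background limited to the 2187 hosting genes that had a circRNA in both goats of a stage, since only these could pass the authors' test, 32 terms had p under 0.05, 28 of them among the 41. The terms of 70 hosting genes were not used in this last count.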

Out of the 18 terms that were significantly enriched in molecular functions (Fig. 4a), the most significantly enriched GO terms were positive regulation of canonical *Wnt* receptor signaling pathway (GO:0090263) with 4 hg-DECs annotated, followed by protein polyubiquitination (GO:0000209), and protein auto-ADP-ribosylation (GO:0070213). 

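The hg-DECs of the Wnt term included TNKS, TNKS2 and LRP6, which encodes a Wnt co-receptor. Their DECs were lower in the RE: circRNA2831 of TNKS2 had FPKM values of 11.93 in PE1 and 12.87 in PE2, circRNA3011 of TNKS 4.37 and 4.27, and circRNA5268 of LRP6 4.18 and 4.42, and all were listed at 0 in both RE goats. Over all their circRNAs the log2 fold change was 0.51 (standard error 0.706) for TNKS2, -0.08 (standard error 0.624) for LRP6, whose sign changed in 3 of 18 alternatives, and -2.23 (standard error 1.47) for TNKS, and none passed in edgeR. The authors' deposited table gives p = 0.000101 for this term, with 4 of its 6 hosting genes, p = 0.00184 for protein polyubiquitination and p = 0.00273 for protein auto-ADP-ribosylation, the latter from TNKS and TNKS2 alone, none of which passed after Benjamini-Hochberg adjustment. Protein polyubiquitination also counted circRNA2063 of TRIM21, an E3 ubiquitin ligase gene, at 4.89 and 5.08 in PE1 and PE2. Of 43 genes of canonical Wnt signalling, 14 were tested as hosting genes, and at an adjusted p of 0.05 none was higher or lower in edgeR (0 when adjusted over the list alone). At an unadjusted p under 0.05, 2 were lower and 0 higher, and DESeq2 called 2 lower and limma 0. In both tools they were CTNNB1, the gene of beta-catenin, with a log2 fold change of -7.81 (standard error 2.58, adjusted p = 0.4535 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the ligand gene WNT7A, listed at 0 in both RE goats (adjusted p = 0.4705 from the same test). The list did not pass as a set (camera, adjusted p = 0.64).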

In the cellular compartment GO category, thirteen terms were significantly enriched (Fig. 4b). 

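The microtubule term held 16 DECs of hosting genes for tubulin, motors and centrosomal proteins, of which 15 were lower in the RE. They included circRNA2425 of TUBD1, the gene of delta-tubulin, with FPKM values of 6.08 in PE1 and 6.09 in PE2, circRNA1947 of the mitotic kinase gene NEK7 with 11.2 and 11.23, circRNA3657 of the kinesin gene KIF13A with 2.93 and 2.92, circRNA1768 of CEP170 with 5.58 and 5.88, and circRNA738 of RMDN2 with 2.11 and 2.23, all listed at 0 in both RE goats. CircRNA3184 of CEP76 (6.99 and 6.9), circRNA7382 of CNTLN (2.22 and 2.14) and circRNA1421 of CEP128 (1.55 and 1.49) belonged to the centriole term, circRNA2364 of the DNA repair gene NBN (5.4 and 4.7) to the telomeric term, and circRNA2639 of ITGB4, the integrin subunit gene of hemidesmosomes (9.5 and 8.66), to the hemidesmosome term. Higher in the RE and listed at 0 in the PE were circRNA9777 of HAUS8 in the microtubule term (15.0 and 17.38) and circRNA11268 of CNTLN in the centriole term (1.21 and 1.37), where the other 8 DECs were lower. The authors' deposited table gives p = 0.000202 for microtubule (14 of 90 hosting genes), p = 0.00226 for centriole, p = 0.00252 for the telomeric region and p = 0.102 for hemidesmosome (1 of 2). Of 45 genes of microtubules and the centrosome, 39 were tested as hosting genes, with 23 negative and 16 positive log2 fold changes, and none passed in edgeR (0 when adjusted over the list alone). At an unadjusted p under 0.05 there were 3 lower and 0 higher, and DESeq2 called 3 lower and limma 0. The smallest p belonged to NINL and the dynactin gene DCTN1, both listed at 0 in the RE goats (adjusted p = 0.395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the list did not pass as a set (camera, adjusted p = 0.64). Summed over circRNAs found in all 4 libraries, a choice made after the data had been seen, CEP128 had a log2 fold change of 1.59 (standard error 0.486, adjusted p = 0.211) and NEK7 one of 0.55 (standard error 0.236, adjusted p = 0.364), opposite in sign to circRNA1421 and circRNA1947. Neither passed the same test with 4 libraries. The log2 fold change of CEP128 depended on single libraries: 1.66 without PE1, 1.525 without PE2, 0.566 without RE1 and 2.187 without RE2. Over all 16 circRNAs of CEP128 the log2 fold change was 1.20 (standard error 0.797).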

The most significantly enriched GO terms were microtubule (GO:0005874) with thirteen hg-DECs annotated, followed by centriole (GO:0005814), nuclear chromosome, telomeric region (GO:0000784), and hemidesmosome (GO:0030056). 

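PREX2 and DOCK4 act on small GTPases of the Rac family. CircRNA8760 of PREX2 had FPKM values of 1.64 in RE1 and 1.56 in RE2 and, like the DEC of DOCK4, was listed at 0 in the PE. The hosting genes of transcription corepressors were NSD1, NCOR1, YBX3 and HIPK3, whose DECs were lower in the RE, at 5.51 and 5.55 for circRNA4470 of NSD1, 8.0 and 8.73 for circRNA2539 of NCOR1, 23.72 and 21.2 for circRNA5275 of YBX3 and 10.33 and 8.83 for circRNA2098 of HIPK3 in PE1 and PE2, all listed at 0 in both RE goats. Protein binding held 45 DECs, 38 lower and 7 higher in the RE, among them circRNA4141 of ANK3, a gene of the membrane skeleton (3.11 and 3.17 in the PE), and circRNA10118 of the nuclear pore gene NUP107 (6.42 and 6.33 in the RE). The authors' deposited table gives p = 0.000545 for Rac GTPase activator activity (3 of 4 hosting genes), p = 0.0356 for Rac GTPase binding, p = 0.0395 for protein binding and p = 0.0994 for transcription corepressor activity (4 of 34).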

As for the biological processes, ten GO terms were significantly enriched and were related to various processes (Fig. 4c) such as transcription corepressor activity (GO:0003714), Rac GTPase binding (GO:0048365), protein binding (GO:0005515), and Rac GTPase activator activity (GO:0030675).

**Fig. 4:**
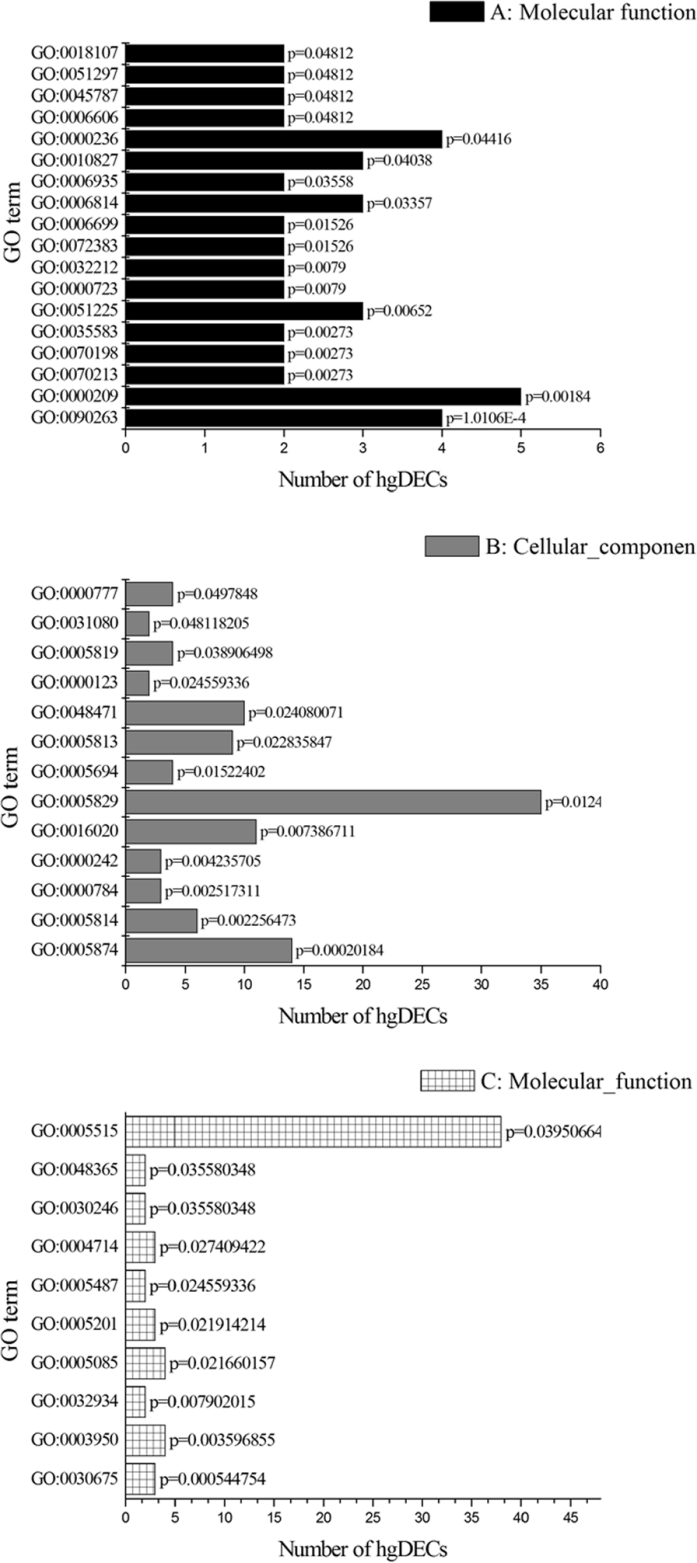
The GO enrichment analysis of predicted hosting genes of differentially expressed circRNAs with *P* < 0.05. Note: The right x-axis indicates the number of hgDECs in a category. The left y-axis indicates the specific category of GO**.** A: Biological process, B: Molecular function, C: Cellular component

Moreover, extracellular matrix structural constituent (GO:0005201) and integrin-mediated signaling pathway (GO:0007229) were interesting because previous studies have proposed that integrins are morphological and biochemical biomarkers of endometrial receptivity that participate in a series of important processes in extracellular matrix (ECM) remodeling in the endometrium [26]. 

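FBN2, LAMB1 and IMPG2 were the hg-DECs of the matrix term, with DECs that were all lower in the RE. FBN2 encodes the microfibril protein fibrillin 2: its circRNA4438 had FPKM values of 6.6 in PE1, 5.47 in PE2, 0.66 in RE1 and 2.14 in RE2, and its circRNA4437 had 5.29, 4.65, 0.61 and 0. CircRNA5473 of LAMB1, the gene of laminin beta 1, had 25.48, 32.48, 8.35 and 0, and circRNA6581 of IMPG2 had 5.5 and 4.88 in the PE and 0 in the RE. The integrin term held ITGB4 and DOCK1, a guanine nucleotide exchange factor gene downstream of integrins, whose circRNA9119 was higher in the RE (16.95 and 18.65, listed at 0 in the PE) and whose circRNA2962 was lower (2.7 and 2.37 in the PE, listed at 0 in the RE). The authors' deposited table gives p = 0.0219 for the matrix term, with 3 of 12 hosting genes, and p = 0.379 for the integrin term, with 2 of 25. Of 53 extracellular matrix genes, 24 were tested as hosting genes (9 positive and 15 negative log2 fold changes), and of 36 genes of integrins and focal adhesion 20 were tested (10 and 10). Over all circRNAs of each gene, no member of either list passed in edgeR, also when adjusted over the list alone (0 and 0). At an unadjusted p under 0.05 there were 1 higher (CRIM1, itself an hg-DEC) and 1 lower (FBN2) matrix gene and 1 lower integrin gene (ITGB4). DESeq2 called CRIM1 higher and LOC100860940 and ITGB4 lower, but not FBN2, and limma called 0. FBN2 had a log2 fold change of -1.79 (standard error 0.541, adjusted p = 0.405), ITGA6 one of -1.42 (standard error 0.608, adjusted p = 0.708), and ITGB4 was listed at 0 in both RE goats (adjusted p = 0.395), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither list passed as a set (camera, adjusted p = 0.728 and 0.823). Summed over circRNAs found in all 4 libraries, a choice made after the data had been seen, CRIM1 passed, and when adjusted over the list alone also ADAMTS5 (log2 fold change 1.59, standard error 0.429, adjusted p = 0.0347), ITGB5 (1.29, standard error 0.293, adjusted p = 0.0194) and ITGA6 (-1.28, standard error 0.384, adjusted p = 0.0424) in edgeR. Over all hosting genes none of the 3 passed (adjusted p = 0.1647, 0.1001 and 0.2043). ITGB5 rests on 1 of its 6 circRNAs, and single libraries moved the values: ADAMTS5 was 1.09 without PE1 and 2.35 without PE2, and ITGA6 -0.77 without PE1 and -1.65 without PE2.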

The inclusion of the annotation for phosphatidylinositol-3,4,5-trisphosphate binding (GO:0005547) also interested us because the PI3K/AKT signaling pathway plays important roles in the development of the RE in mice and humans.

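The only hg-DEC of the phosphatidylinositol-3,4,5-trisphosphate term was ZFYVE16, which encodes an endosomal protein with a FYVE domain. Its circRNA4586 had FPKM values of 3.55 in PE1 and 3.17 in PE2 and was listed at 0 in both RE goats, and the authors' deposited table gives p = 0.314 for the term (1 of 7 hosting genes). Of 42 genes of PI3K-AKT-mTOR signalling, 25 were tested as hosting genes, with 14 positive and 11 negative log2 fold changes. None passed in edgeR (0 when adjusted over the list alone), 1 was higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher (MET, as in edgeR) and limma 0. MET had summed counts of 423.4 in PE1, 234.9 in PE2, 3501 in RE1 and 2453.7 in RE2, a log2 fold change of 4.04 (standard error 0.922, adjusted p = 0.395), and PIK3R3 one of 2.85 (standard error 1.04, adjusted p = 0.537), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The list did not pass as a set (camera, adjusted p = 0.64). When only circRNAs found in all 4 libraries were summed, a choice made after the data had been seen, PIK3R3 passed (log2 fold change 2.62, standard error 0.388, adjusted p = 0.0226 from the same test), which rests on circRNA5990 alone. Adjusted over the list alone, MET passed too (2.08, standard error 0.465, adjusted p = 0.0121 from the same test). Over all hosting genes it did not pass (adjusted p = 0.0969 from the same test). Its log2 fold change was 3.03 without PE1, 1.53 without PE2, 1.91 without RE1 and 2.24 without RE2.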

Various genes cooperate with each other to carry out biological functions [38]. Accordingly, KEGG analysis of circRNA-hosting genes was conducted to further understand the biological functions of circRNAs. In this study, KEGG pathway annotation showed 2,378 circRNA-hosting genes annotated to 133 biological processes (Fig. 5, Additional file 9). Moreover, the 120 hg-DECs were significantly enriched in 18 KEGG pathways (*P* < 0.05), suggesting that these pathways may play important roles in the development of endometrial receptivity (Table 6). 

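Hosting genes of the leading pathway, pathways in cancer, included EP300, the gene of a histone acetyltransferase, and FGFR2, the gene of a fibroblast growth factor receptor. The DEC of EP300, circRNA5316, was lower in the RE, with FPKM values of 10.99 and 10.92 in PE1 and PE2 and 0 in the RE, and that of FGFR2, circRNA9110, was higher, with 6.42 in RE1 and 6.33 in RE2 and 0 in the PE. In the authors' deposited table 18 of 133 pathways have p under 0.05. A share of 0.05 of the 133 pathways would be 7, which is again only a nominal number for chance. After Benjamini-Hochberg adjustment over the 133 pathways, 1 remained, pathways in cancer (adjusted p = 0.0331). With the background limited to the 1111 hosting genes that had a circRNA in both goats of a stage, 14 had p under 0.05, 13 of them among the 18, and 0 passed after adjustment.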

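Pathways in cancer drew on 21 DECs of as many hosting genes, 13 lower and 8 higher in the RE. Lower were circRNA3461 of the transcription factor gene MITF, with FPKM values of 10.36 in PE1 and 10.13 in PE2, circRNA1914 of the nuclear pore gene TPR with 15.04 and 15.4, and circRNA1341 of CCDC175 with 0.35 and 0.36, all listed at 0 in the RE, while ciRNA388 of NFKBIA, at 0.39 in RE1 and 0.41 in RE2, was listed at 0 in the PE. The prostate cancer pathway counted circRNA3390 of EGFR, the gene of the epidermal growth factor receptor (12.85 and 14.04 in the PE), and circRNA6752 of PIK3CA, the gene of a catalytic subunit of PI3K (7.41 and 8.49), the pancreatic cancer pathway circRNA9770 of the kinase gene MAPK9 (6.99 and 6.59 in the RE) and circRNA1904 of RGL1 (2.38 and 2.62 in the PE), and the renal cell carcinoma pathway circRNA8207 of RALGPS1 (7.31 and 8.39 in the RE), each listed at 0 in the other stage. CircRNA10326 of MET, counted for melanoma, was listed at 0 in PE1 and at 1.8 in PE2. The authors' deposited table gives p = 0.000249 for pathways in cancer (21 of 185 hosting genes), p = 0.00386 for prostate cancer (8 of 52), p = 0.00709 for melanoma (5 of 25), p = 0.00724 for pancreatic cancer (7 of 46) and p = 0.0121 for renal cell carcinoma (6 of 39). The last 4 did not pass after Benjamini-Hochberg adjustment (adjusted p from 0.2408 to 0.274).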

The results showed the most significant pathways were in cancer (ko05200) with 21 hg-DECs enriched, followed by prostate cancer (ko05215), melanoma (ko05218), pancreatic cancer (ko05212), and renal cell carcinoma (ko05211). These results indicated that cancer-related pathways were active in the development of a RE from the pre-receptive phase.

**Fig. 5:**
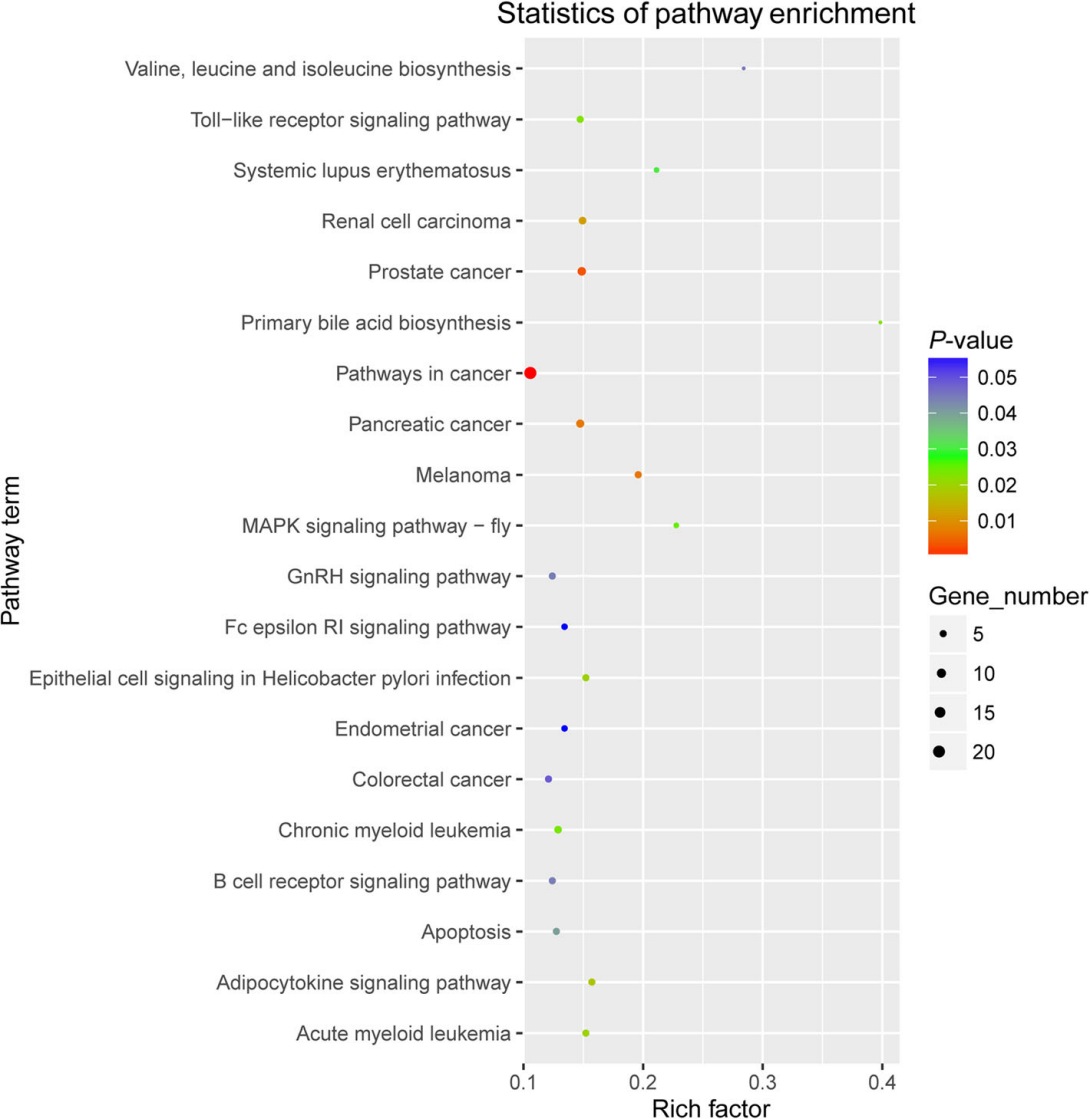
Scatter plot of the KEGG pathway enrichment analysis of hgDECs with *P* < 0.05. The x-axis indicates the number of unique sequences assigned to a specific pathway, the *y*-axis indicates the KEGG pathway. The pathway enrichment statistics were performed by Fisher’s exact test, and with a corrected *P <* 0.05 were considered the significant pathways

**Table 6:** The 19 KEGG functional annotations for the hgDECs

Pathway ID	Pathway name	S^a^	TS^b^	*P*-value
ko05200	Pathways in cancer	21	120	0.000248705
ko05215	Prostate cancer	8	120	0.003856669
ko05218	Melanoma	5	120	0.007087531
ko05212	Pancreatic cancer	7	120	0.00724314
ko05211	Renal cell carcinoma	6	120	0.012084687
ko04920	Adipocytokine signaling pathway	5	120	0.017798454
ko05221	Acute myeloid leukemia	5	120	0.020264837
ko05120	Epithelial cell signaling in Helicobacter pylori infection	5	120	0.020264837
ko00120	Primary bile acid biosynthesis	2	120	0.022845334
ko04620	Toll-like receptor signaling pathway	5	120	0.022945388
ko05220	Chronic myeloid leukemia	6	120	0.023588462
ko04013	MAPK signaling pathway – fly	3	120	0.024723381
ko05322	Systemic lupus erythematosus	3	120	0.030330738
ko04210	Apoptosis	5	120	0.039746874
ko04662	B cell receptor signaling pathway	5	120	0.043814843
ko04912	GnRH signaling pathway	5	120	0.043814843
ko00290	Valine, leucine and isoleucine biosynthesis	2	120	0.044894146
ko05210	Colorectal cancer	5	120	0.048124857

^a^ the number of particular GO annotated hgDECs; ^b^ the number of hgDECs

### Target miRNA predictions for differentially expressed circRNAs

There is evidence of functionality based on the finding that some exonic circRNAs act as miRNA sponges that regulate the expression of linear protein-encoding RNA products via “mRNA trap” mechanisms [17]. Two publicly available programs (Targetscan 7.0 and miRanda) were used to predict the circRNA-miRNA interactions in this study. 

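A miRNA response element is a short stretch of a transcript that pairs with the seed of a miRNA. The prediction table, made from sequence alone, pairs 21681 circRNAs with 436 goat miRNAs in 373277 pairs, with a TargetScan percentile of at least 50 and a miRanda score of at least 140. CircRNA8077 of CRIM1 has predicted sites for 9 miRNAs and circRNA5540 of OGDH for 11. The miRNA with the most circRNAs was miR-103-5p with 2997 and the one with the fewest miR-126-3p with 43. A miRNA had sites in a median of 808.5 circRNAs, and a circRNA had sites for a median of 14 miRNAs and at most 149. The number of miRNAs per circRNA rose with the spliced length (Spearman's rho 0.832 across circRNAs, which are not independent replicates). With a TargetScan percentile of at least 80, 21034 circRNAs kept a site, with a stricter miRanda score 19619, and with 8mer sites only 20528.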

Overall, 21,683 circRNAs were predicted as putative targets for the 436 goat miRNAs using miRBase, suggesting that a single miRNA might be regulated by more than 49 circRNAs (Additional file 10). Moreover, we observed that 308 DECs were predicted as targets of 141 differentially expressed miRNAs between the RE and PE [15]. The competing endogenous RNA (ceRNA) networks were visualized by importing the above interactions into the Cytoscape software (Fig. 6**)**. For example, miR-449a shared MREs with 16 circRNAs (Fig. 6a) and three miRNAs targeted circRNA8077 (Fig. 6b).

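Sites for miR-449a-5p were predicted in 15 DECs, 9 lower and 6 higher in the RE. They included both DECs of GDAP2, circRNA10460, higher in the RE, and circRNA5732, lower in the RE, each with a TargetScan percentile of 97, circRNA2973 of the membrane protein gene GPM6A with a percentile of 96, circRNA2639 of ITGB4 with 91, circRNA2153 of BAI3 with 81, circRNA8520 of the kinase gene CDC42BPA with 81 and circRNA8418 of ARHGAP10 with 63. Such sites were no more frequent in DECs than in other circRNAs: 15 of 334 DECs (4.49%) and 1086 of 21476 others (5.06%) had one (odds ratio 0.883, two-sided Fisher's exact test, p = 0.8). Within 4 classes of spliced length the odds ratio was 0.964 (two-sided permutation test, p = 1). For the other arm, miR-449a-3p, 5 DECs had a site (odds ratio 0.467, two-sided Fisher's exact test, p = 0.11). The list of 141 differentially expressed miRNAs was not analysed here, so the network around circRNA8077 was not rebuilt.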

**Fig. 6:**
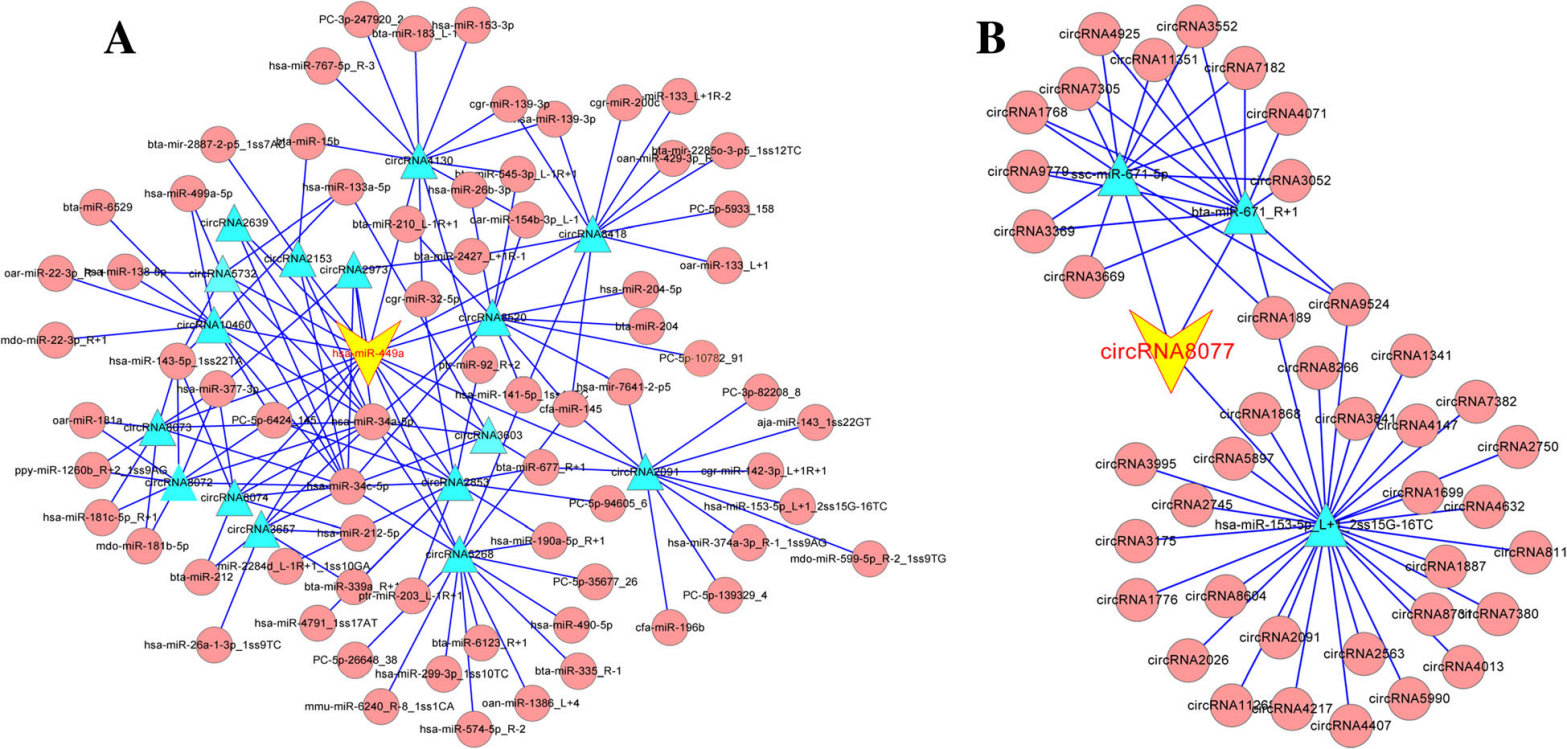
The targeting regulatory network of miRNA-circRNA centered on miRNA-449a and circRNA8077. Note: the yellow double triangle in middle place was the miRNA-449a (**a**) and circRNA8077 (**b**), blue triangle nodes represent circRNAs what were the targets predicted by two publicly available programs (Targetscan 7.0 and miRanda), and red nodes represent miRNAs what were found differentially expressed in PE and RE. The more edges a circRNA has, the more miRNAs that interact with it, and the more central a role it had within the network

### Validation of circRNA with RNase R and RT-qPCR

To verify whether the back-spliced events were indicative of true circular molecules, we examined the physical properties of these products using two independent methods. First, circRNAs are known to be strongly resistant to the exonuclease RNase R compared with linear RNAs. The circRNA candidates in this study were also resistant to RNase R treatment and the abundance of linear RNAs decreased, thus confirming the circularized characteristics of these molecules. Second, because the circRNAs have a special head-to-tail junction site that differs from canonical linear splicing transcripts, RT-qPCR was used to validate circRNA candidates via the targeted amplification of the head-to-tail junction region unique to circRNA. To this end, outward-facing primers (Additional file 11) were designed against 11 circRNA candidates with high expression levels, followed by standard Sanger sequencing. Combining the two approaches, the results showed that the eleven circRNAs were consistent with the rRNA-depleted sequencing data, except circRNA8077 (Fig. 7).

**Fig. 7:**
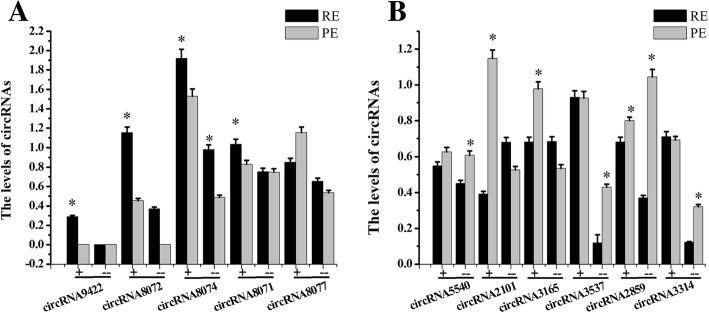
Validation of circRNA with RNase R and RT-qPCR. Note: “+” suggested that the total RNA were incubated for 15 min at 37 °C with 3 U/μg of RNase R; “--” mean the RNA did not treat with RNase R; “*” suggested *P <* 0.05 between RE and PE. GAPDH was used as internal control gene for normalization in this experiment. Values were “means ± SD” in receptive endometrium that were relative to pre-receptive endometrium. (**a**) showed the levels of circRNA9422, circRNA8072, circRNA8074, circRNA8071, circRNA8077; (**b**) showed the levels of circRNA5540, circRNA2101, circRNA3165, circRNA3537, circRNA2859, circRNA3314

### Correlation analysis of circRNAs and their hosting genes

To validate the global downregulation of circRNAs in goat endometrial tissues, we selected the upregulated circRNAs with the ten highest FPKM values in the RE and the downregulated circRNAs with the ten highest FPKM values in the PE. To better evaluate the relationship between the circRNAs and their hosting genes, data on mRNA expression in the endometrial tissue from goats at PE and RE phases were used for the correlation analysis. A strong correlation was observed between the circRNAs and their hosting genes in the PE (R = 0.596, *P* = 0.006, Fig. 8a) and RE (R = 0.764, *P <* 0.001, Fig. 8b). These results indicated that circRNAs and their host genes may be co-regulated in the goat endometrium.

**Fig. 8:**
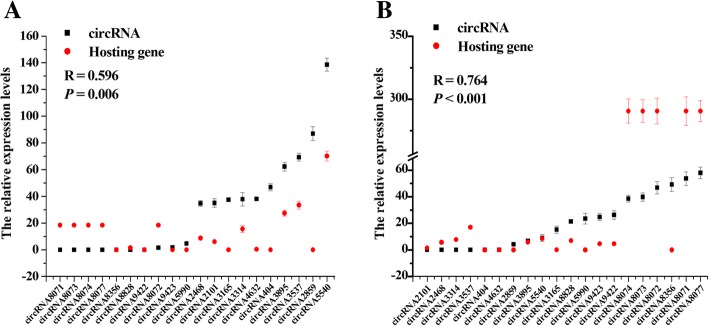
The correlation analysis of circRNAs and their hosting genes in the endometrium tissue of dairy goats. Note: The expression levels of circRNAs and their hosting genes were measured in each of 3 dairy goats in pre-receptive (PE) and receptive (RE) endometrium. Pearson analysis using the SPSS software was performed to identify the correlation coefficient. (**a**) PE, (**b**) RE

### The effect of E2 and P4 on the expression levels of circRNAs in goat EECs and ESCs

The endometrium is composed mainly of two types of cells, ESCs and EECs, and these cells are regulated by E2 and P4. In EECs, the levels of circRNA3537, circRNA3165, circRNA3314, circRNA8071, circRNA8072, and circRNA8074 were up-regulated by 100 nmol/L E2, while circRNA8077 and circRNA9422 levels were not changed (Fig. 9a). In ESCs, the levels of circRNA3537, circRNA3165, circRNA3314, and circRNA9422 were up-regulated by 1 nmol/L E2, circRNA8072 was down-regulated and circRNA8074 was up-regulated by 10 nmol/L E2, and circRNA8071 and circRNA8077 levels were not changed (Fig. 9b). In EECs, the levels of circRNA3537, circRNA3165, and circRNA3314 were up-regulated by 100 nmol/L P4 (Fig. 9c). The levels of circRNA3537, circRNA3165, circRNA3314 and circRNA8074 were also up-regulated by 1 nmol/L P4 in ESCs. After 100 nmol/L P4 treatment, circRNA8072 levels were up-regulated, circRNA9422 levels were downregulated, and circRNA8071 and circRNA8077 levels were not changed (Fig. 9d).

**Fig. 9:**
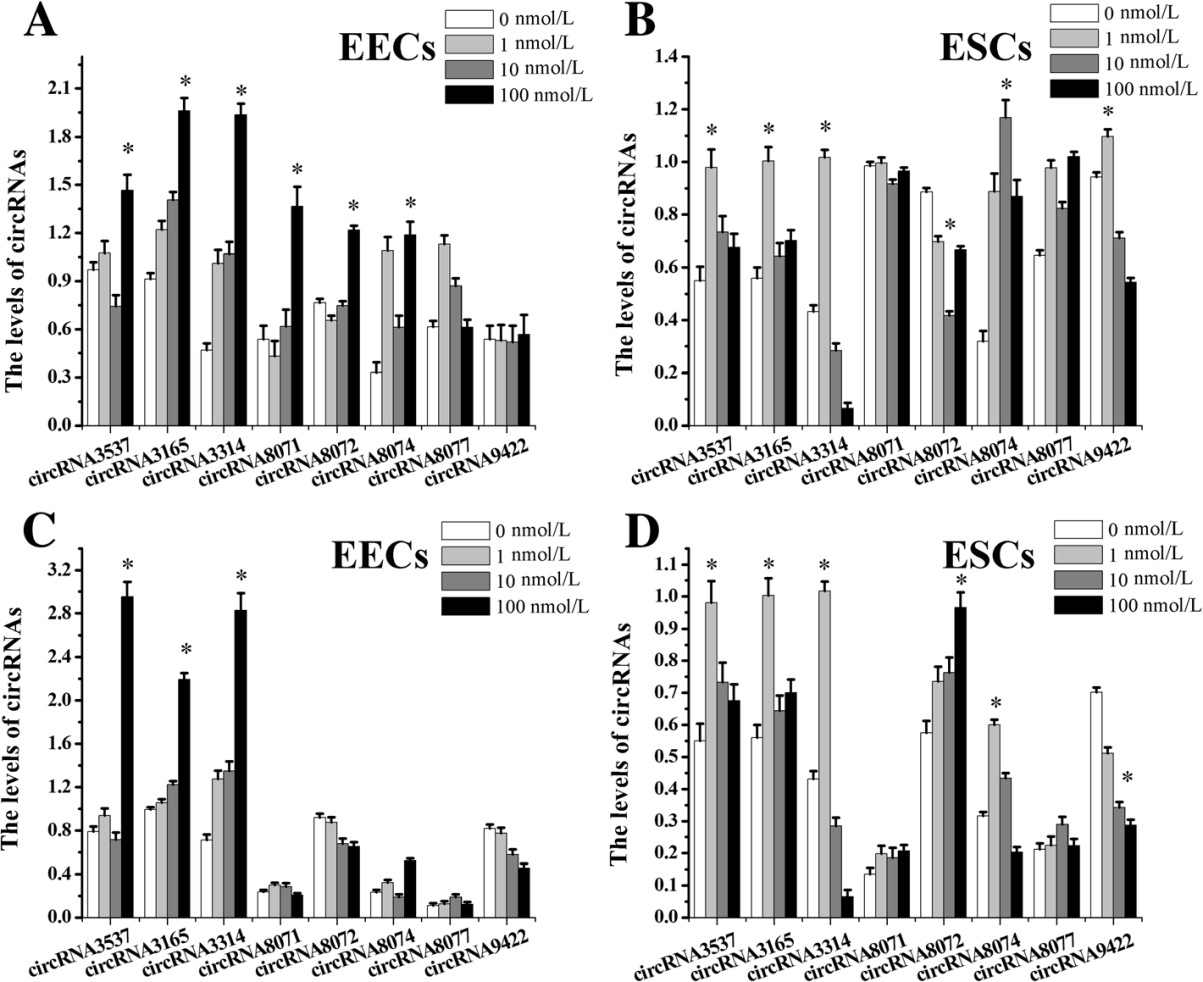
The effect of E2 and P4 on the expression levels of circRNAs in EECs and ESCs. Note: **a** mean the EECs were treated with different concentrations of estradiol (E2); **b** mean the ESCs were treated with different concentrations of E2. **c** mean the EECs were treated with different concentrations of progesterone (P4); **d** mean the ESCs were treated with different concentrations of P4. “*” suggested *P <* 0.05 between the different concentrations of E2/P4, and was marked on the highest value. GAPDH was used as internal control gene for normalization in this experiment. Values were “means ± SD” in receptive endometrium that were relative to pre-receptive endometrium

## Discussion

This study yielded 18 Gb sequence for every sample using RNA-Seq, representing approximately seven times the size of the goat genome. After separating out and discarding low-quality sequences, we obtained ~ 90 million clean reads, and the sequencing depth in this study was sufficient to detect the transcripts expressed at low levels [45].

A recent study reported 65,731 human circRNAs in brain tissues [20], and another study further detected at least 27,296 circRNA candidates in six normal tissues and seven cancer tissues [46]. Compared with human studies, fewer circRNAs (21,813 distinct circRNA candidates) were identified in goat. This could be due to the fact that the human genome is better annotated than the goat genome. Moreover, the human circRNAs were derived from various tissues [46], but the circRNAs in the present study were only obtained from two physiological stages of the goat endometrium. In addition, the expression of circRNAs was developmentally regulated and varied between tissues [22, 47, 48]. 

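CircRNA404 of SULF2 and circRNA2563 of NPEPPS were found in both PE goats and in neither RE goat, and circRNA8071 of CRIM1 and circRNA9865 of EBF1 the other way round. Such circRNAs were few: of the 15002 circRNAs listed in a single stage, 9078 in the PE and 5924 in the RE, 835 were found in both PE libraries and 432 in both RE libraries, and the other 13735 (91.6%) in 1 library. The numbers per stage depend on how many libraries a stage has: PE only and RE only were 6253 and 6873 without PE1, 3660 and 8425 without PE2, 10528 and 3828 without RE1, and 11437 and 2528 without RE2. Hosting genes were more often shared, as 1985 of them, CRIM1, PIK3R3 and OGDH included, had circRNAs in all 4 libraries. Only 2126 circRNAs (9.7%) did, circRNA3165 of SOGA2 and circRNA723 of CRIM1 among them. The 2 PE libraries shared 26.4% of the circRNAs found in either and the 2 RE libraries 26.9%, while libraries of different stages shared 25.8% to 28.4%.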

Notably, 5,925 circRNAs were specifically identified in the RE, and 9,078 were specifically identified in the PE, but only 6,810 circRNAs were co-expressed at both stages, exhibiting developmental stage-specific expression consistent with previous studies [49, 50]. This indicates that these molecules may play crucial roles in goat endometrium development.

Because a circRNA comes from a given linear transcript, it is likely that the circRNA function is associated with its hosting gene function [22]. *CRIM1*, the hosting gene of circRNA8077, plays an essential role in activating the expression of vascular endothelial growth factor and ECM [51], which are important during early pregnancy [52, 53]. *CRIM1* was also the hosting gene of circRNA8072, a markedly upregulated circRNA with a high FPKM value. Importantly, we found that half of the upregulated circRNAs with the ten highest FPKM values in the RE were derived from CRIM1. This indicated that multiple circularized exons could be produced from a single gene locus, which is consistent with previous literature [54, 55]. Collectively, these results suggested that *CRIM1* might play an important regulatory role in the endometrial receptivity of dairy goats by generating alternative circularization products and extending the complexity of post-transcriptional regulation. However, further study is required as the present study provides no direct evidence that *CRIM1* and its circRNAs participated in the formation of the RE.

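CRIM1 had the largest gain of identified circular products of any hosting gene with 10 or more circRNAs, from 15 identifications over both PE libraries to 32 over both RE libraries, a difference of 17. The next highest were DMD, the dystrophin gene, from 11 to 21, and LOC102183469, from 4 to 14, and the lowest was LRP1B, a gene of the LDL receptor family, from 44 to 18. Counts summed over the circRNAs of CRIM1 were 1602.9 in PE1, 919.1 in PE2, 18455 in RE1 and 33085.9 in RE2, a log2 fold change of 4.98 (standard error 0.874, adjusted p = 0.395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which does not pass. Over the 3 CRIM1 circRNAs found in all 4 libraries, summed after the data had been seen, CRIM1 rose by a log2 fold change of 3.86 (standard error 0.38, adjusted p = 0.00628 from the same test). The counts do not separate circular from linear CRIM1 RNA over the same exons. The paper starts from the 5 CRIM1 circRNAs of Table 4 and the part of CRIM1 in the expression of vascular endothelial growth factor and ECM. It proposes that CRIM1 might regulate endometrial receptivity through alternative circular products, and says that direct evidence for this is lacking.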

The downregulated circRNA with the highest FPKM value in the PE was circRNA5540, showing 15.37-fold decreased expression in the RE. Its hosting gene, *OGDH*, was one of the top ten transcripts with the highest expression values in the bovine endometrium [56]. This gene determines the metabolically active endometrial phenotype, which plays an important role in the formation of RE [56]. In addition, a previous study showed that *OGDH* mRNA expression increased 2.15-fold [26] in the RE compared to the PE. Therefore, based on both the previous and present data, we propose that *OGDH* contributes to the formation of endometrial receptivity by decreasing its noncoding transcript, circRNA5540, thereby increasing its mRNA level. However, this hypothesis should be validated under well-controlled conditions in animal models.

Gene Ontology (GO) provides a simple and quick way to understand the properties of genes and gene products, and it is widely used as a classification system for gene function [57]. Extracellular matrix structural constituent (GO:0005201) and integrin-mediated signaling pathway (GO:0007229) came from the GO analysis of hg-DECs in this study. These pathways interested us because integrins have been implicated as a biomarker of RE and participate in the remodeling of the ECM in the endometrium during early pregnancy [26]. A previous study reported that a number of genes that encoded ECM proteins were enriched in the bovine endometrium during the estrous cycle [58]. Importantly, all of these endometrial events were mediated by mechanisms of proliferation, differentiation, and apoptosis. *PTEN* (phosphatase and tensin homolog deleted on chromosome ten) antagonized *PI3K* (phosphatidylinositol 3-kinase) activity and negatively regulated serine/threonine kinase *Akt* [59], which modulated the activity of a variety of downstream proteins that were related to cell survival and proliferation [60]. Therefore, the inclusion of the annotation for phosphatidylinositol-3,4,5-trisphosphate binding (GO:0005547) was also interesting to determine the important roles of the PI3K/Akt signaling pathway in the endometrium.

KEGG pathway analysis is widely used to understand the interaction between a set of genes in the context of biological functions [38, 61]. The KEGG pathway analysis of hg-DECs in this study revealed that several genes might be involved in several cancer-related pathways and regulate the development of the endometrium though their cognate circRNAs. There were striking similarities between the behavior of placental cells during the “window of implantation” and that of cancer cells diffusion [62]. An appreciation of the cancer mechanisms may lead to a better understanding of the maternal mechanisms that control embryo implantation. Moreover, a previous study proposed that the cellular mechanisms used by trophoblast cells during implantation are reused by cancer cells to invade and spread within the body [63]. Integrins, matrix metalloproteinase, ECM, and angiogenesis are common features of both implantation and the spread of cancer [63, 64].

Recent studies have confirmed that some circRNAs exert their biological effects by competitively binding miRNA, thus releasing and increasing the expression levels of the miRNA target genes [65–67]. This miRNA sponge mechanism has been clearly demonstrated for circRNAs ciRS-7/CDR1as and circRNA Sry [16, 28]. In the present study, 99.41% (21,683) of the identified circRNAs were predicted as putative targets for 436 goat miRNAs, suggesting that a miRNA was regulated by more than one circRNA [46], and further analysis showed that a circRNA could serve as a sponge for multiple miRNAs. However, further research is needed as effective miRNA sponging by exonic circRNAs may be relatively unusual or may not require a large number of miRNA binding sites [17]. Moreover, we observed that 308 DECs were predicted as targets of 141 differentially expressed miRNAs between the RE and PE [15], suggesting that these molecules play important roles in the formation of endometrial receptivity. Moreover, 16 DECs were predicted to be regulatory factors of miR-449a that were significantly upregulated in the RE [15]. 

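The miR-449a-5p site predicted in circRNA8072, circRNA8073 and circRNA8074 of CRIM1 is of the m8 type, with a miRanda score of 142, a pairing energy of -17.56 kcal/mol and TargetScan percentiles of 51, 52 and 56. These 3 circRNAs overlap on chromosome 11, where circRNA8074 (18710208 to 18713889) lies within circRNA8073, and circRNA8073 within circRNA8072. Of the 20 CRIM1 circRNAs, 8 have a predicted site for this miRNA, circRNA719, circRNA724, circRNA8075, circRNA11850 and circRNA11852 being the others. CEP55, which encodes a centrosomal protein of cytokinesis, had no circRNA in the deposited table, and its linear transcript was not analysed here.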

Surprisingly, circRNA8072, circRNA8073, and circRNA8074 were significantly upregulated in the RE and were also predicted to be targets of miR-449a. Further study showed that circRNA8073 could bind miR-449a via the target site and inhibit miR-449a activity, creating a negative feedback relationship between circRNA8073 and miR-449a in EECs. Furthermore, circRNA8073 could increase the expression levels of centrosomal protein55 (*CEP55*) by sponging miR-449a in EECs *in vitro*. Moreover, circ-8073/miR-449a/*CEP55* could regulate EECs proliferation and apoptosis via the PI3K/AKT/mTOR pathway. Taken together, circRNA8073 could regulate *CEP55* by sponging miR-449a to promote EEC proliferation via the PI3K/AKT/mTOR pathway [68].

In addition, circRNAs substantially contributed to total RNA [69] and circular isoforms typically accounted for 5–10% of the total transcripts of their corresponding coding genes. However, certain circRNAs were up to 200 times more abundant than their linear counterparts [47]. In this study, we found no distinct difference in the expression level of circRNAs and their hosting gene mRNA in the PE, but the expression levels of the hosting genes were higher than the levels of circRNAs in the RE. We suspect that this occurs because circRNAs comprise one to several coding exons of linear mRNAs and range between a few hundred and thousands of nucleotides in length [21]. However, circRNAs aligned with antisense, intronic, or intergenic sequences, or untranslated regions have also been described. Nevertheless, circular RNA transcripts were generally expressed at low levels compared with linear RNAs [47], and our results support this observation.

CircRNAs are RNA molecules with covalently joined 3′ and 5′ ends formed by back-splice events, thus presenting as covalently closed continuous loops [69]. Both mechanisms of “exon skipping” and “direct back-splicing” involve back-splicing by the canonical spliceosome [27], and a majority of apparent back-splice sequences in RNA-Seq data derive from circRNAs [17]. We validated ten of eleven (91%) circRNA candidates by the targeted amplification of the head-to-tail junction region unique to the circRNAs using reverse transcription-PCR with an outward-facing primer and standard Sanger sequencing. Furthermore, some circRNAs were regulated by E2/P4 in EECs and ESCs, and each circRNA molecule exhibited unique regulation characteristics with respect to E2 and P4 *in vitro*.

## Conclusion

In this study, high-quality circRNA expression profiles were obtained from the endometrial tissues of dairy goats. We identified 21,813 circRNAs, 334 of which were differentially expressed between the PE and RE. GO and KEGG analyses, the interaction network analysis of circRNA-miRNA, and the correlation analysis of circRNAs and their hosting genes could contribute to a better understanding of how circRNAs mediate the regulation of target genes in the development of endometrium receptivity. Additional studies showed that some circRNAs were regulated by E2/P4 in endometrial cells. Taken together, these findings reveal a new level of diversity in the goat transcriptome and introduce new insights into their regulation during the development of endometrial receptivity.

## Additional files

Additional file 1: **Table S1.** The groups of hormone treatment (nmol/L) (DOCX 15 kb)

Additional file 2: **Figure S1.** The overview of the results of RNA-Seq. (A) Principal component analysis (PCA) of the results of RNA-Seq. The six independent endometrium samples collected from 3 goats at gestational day 5 (PE, GE258-C, GE796-C, GE990-C) and 3 goats at gestational day 15 (RE, GE484-T, GE706-T, GE5928-T), respectively. (B) Boxplot of the results of RNA-Seq for four endometrium samples. Boxplot of the log_10_ FPKM (Fragments Per Kilobase of exon per million fragments mapped) expression values in four endometrium samples. The Fig. reflects the distribution of FPKM values computed for the circRNAs in each samples from RNA-Seq data, and shows that the median of the expression values across the samples being compared for differential expression are comparable. (TIF 2658 kb)

Additional file 3: **Table S2.** The result of nonlinear alignment using TopHat-Fusion. (XLS) (XLS 24 kb)

Additional file 4: **Table S3.** CircRNA expression in goat endometrium. (XLS) (XLS 9770 kb)

Additional file 5: **Table S4.** Differential expressed circRNA between receptive and pre-receptive endometrium. (XLS) (XLS 1658 kb)

Additional file 6: **Table S5.** CircRNA specifically expressed in the RE or PE. (XLS) (XLS 3082 kb)

Additional file 7: **Table S6.** Enrichment analysis of hgDEC. (XLS) (XLS 420 kb)

Additional file 8: **Table S7.** Sgnificant GO terms of hgDEC. (XLS) (XLS 177 kb)

Additional file 9: **Table S8.** KEGG significant analysis of hgDEC. (XLS) (XLS 58 kb)

Additional file 10: **Table S9.** All predicted miRNAs bind to circRNAs in goat. (XLS) (XLS 9205 kb)

Additional file 11: **Table S10.** The primers used in this study. (XLS) (XLS 26 kb)

## Abbreviations

ALDH18A1: Aldehyde dehydrogenase 18 family member A1
circRNAs: circular RNAs
CRIM1: Cysteine-rich motor neuron 1
DAG: Directed acyclic graph
DECs: Differentially expressed circRNAs
E2: Estrogen
ECM: Extracellular matrix
EECs: Endometrial epithelium cell lines
ESCs: Endometrial stromal cell line
FPKM: Fragment Per Kilobase of exon per Million fragments mapped
hgDECs: Hosting genes of differentially expressed circRNAs
OGDH: 2-oxoglutarate dehydrogenase
P4: Progesterone
PE: Pre-receptive endometrium
PI3K: Phosphatidylinositol 3-kinase
PTEN: Phosphatase and tensin homolog deleted on chromosome ten
RE: Receptive endometrium

# Supplementary material for: Analyses of circRNA profiling during the development from pre-receptive to receptive phases in the goat endometrium
**Source:** J Anim Sci Biotechnol. 2019 Apr 25;10:34. doi: 10.1186/s40104-019-0339-4
**Supplement:** Supplementary file 1 — Table S1. The groups of hormone treatment (nmol/L)

**Additional file 1: Table S1**

**Additional Table 1 | The groups of hormone treatment (nmol/L)**

| **Groups** | **1** | **2** | **3** | **4** |
| --- | --- | --- | --- | --- |
| **estrogen (E2)** | 0 | 1 | 10 | 100 |
| **Progesterone** **(P4)** | 0 | 1 | 10 | 100 |

How the deposited data were processed for this re-analysis (not part of the article)

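The data are circRNA profiles of 4 libraries from goat endometrium, 2 from the PE (PE1 and PE2) and 2 from the RE (RE1 and RE2), each from a different goat. Animals and stages cannot be separated, and nothing in the sources used here pairs a PE goat with an RE goat. The paper states that 2 further samples were discarded for poor repeatability. The spread between the goats kept may therefore be smaller than that between goats of a stage in general.

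The authors made the expected counts and the FPKM values with Cufflinks after mapping with TopHat2 and TopHat-Fusion, as deposited for each circRNA and library, and a circRNA without an accepted back-splice junction in a library was listed at 0. The expected counts are mostly fractional (whole numbers made up 15.4% of those above 0 in PE1), with a median of 122.1 over all counts above 0 and a lowest value of 0.2, and 0.52% of them were under 3. The authors' deposited table of the comparison holds log2 fold changes of mean FPKM values, p-values and FDR. The authors deposited p-values for GO terms and KEGG pathways from numbers of hosting genes, reads per alignment class with their percentages of the valid reads (%), and miRNA site predictions with the TargetScan score percentile, the miRanda score and its energy. The terms of 70 hosting genes and 3 entries of the circRNA table were not used here.

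The spliced length was derived from the count, the FPKM value and the library's denominator. The denominator was the number of mapped fragments plus the candidate back-splice reads (42407052 in PE1, 38792399 in PE2, 32971436 in RE1 and 35967699 in RE2). Depth differed between the libraries: the median count of a circRNA found was 170.4 in PE1, 125.0 in PE2, 79.7 in RE1 and 130.5 in RE2, and the 10 highest circRNAs took 4.6%, 6.9%, 4.5% and 2.9% of the counts.

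Counts per circRNA, and counts summed per hosting gene, were rounded and compared between stages in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05. Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), other library sizes, no filter, only circRNAs found in all 4 libraries, a block on the replicate number, and leaving out each library in turn. The authors' test was recomputed as an unequal-variance test with a minimum fold of 2 in Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6. GO terms and KEGG pathways were tested with a one-sided hypergeometric test, and miR-449a sites with a two-sided Fisher's exact test and with 20000 permutations within classes of length. edgeR's test and the unequal-variance test were tried on simulated data with known changes. Lists of 15 kinds of genes were compared as counts of members and with camera (preset correlation 0.01, prior count 2): extracellular matrix, integrins and focal adhesion, PI3K-AKT-mTOR signalling, steroid receptors and coregulators, canonical Wnt signalling, microtubule and centrosome, interferon response, circRNA biogenesis and splicing factors, uterine receptivity and gland secretion, and markers of epithelium, stroma, smooth muscle, endothelium, leukocytes and trophoblast.

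The tests, the alternatives, the lists and the rule for naming genes were set before the data were examined, except where the text says otherwise. The rule names the circRNAs of Tables 4 and 5, those tested by RT-qPCR and circRNA8073, and the hosting genes the paper names, CEP55 included. The values in the paper's tables had been seen when the rule was written. The lists hold hosting genes of the paper's DECs, such as CRIM1 and SULF2 under extracellular matrix and SLC26A7 under epithelium. OGDH and ALDH18A1 stand under uterine receptivity and gland secretion. What such members show is no independent support for their list. It also names, at each level, up to 10 rises and 10 falls that pass, or, where none passes, the 5 with the smallest p in each direction. From each list it names up to 4 members that pass, or 2 with the smallest p, and from each term the paper names up to 6 hosting genes of DECs by the smallest deposited p-value. Other circRNAs named, such as those of the highest FPKM values and the other CRIM1 and OGDH circRNAs, were chosen after their values were seen. RT-qPCR, the linear transcripts of hosting genes and the cell culture experiments were not analysed here. Some results that the rule names are not reported here.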

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

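The tests of explanations in this part, and the tests that leave out a library among circRNAs found in all 4 libraries, were chosen after the results were seen.

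Among the 2122 circRNAs tested that were found in all 4 libraries, 16 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 higher and 6 lower in the RE, and 13 of them are signals in circRNAs that are not among the paper's DECs. Higher were circRNA723, circRNA719 and circRNA720 of CRIM1 (log2 fold changes 4.63, 3.8 and 3.71), circRNA3813 of EMB, which encodes the cell adhesion protein embigin (3.76), circRNA5543 of the ubiquitin ligase gene HECW1 (3.01), circRNA1595 of ATP6V0A2, a proton pump subunit gene (2.88), circRNA3611 of SLC25A27, a mitochondrial carrier gene (2.51), and circRNA3100 of B4GALT6, a glycolipid synthesis gene (2.04). Lower were circRNA2410 of the septin gene SEPT4 (-4.46), circRNA5477 of the adhesion gene NRCAM (-3.27), circRNA3319 of METTL9 (-2.91), circRNA2638 of PRPSAP1 (-2.42) and circRNA4278 of CDON, a hedgehog co-receptor gene (-1.99). Adjusted p-values ran from 0.0111 to 0.0493, and each of the 13 went the same way in both goats of a stage. The FPKM values of circRNA3813 were 12.9 ± 1.18 (SD, n = 2) in the PE and 136 ± 30.5 (SD, n = 2) in the RE, and those of circRNA2410 were 230 ± 118 (SD, n = 2) and 8.75 ± 3.84 (SD, n = 2).

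The 4 libraries can be split in 2 groups of 2 in 3 ways, of which 1, the real one, gave as many calls: 16, against a highest other of 0. These splits are too few for a share under 0.05. The paper discarded other samples for poor repeatability, a choice that can favour the real split. The number of calls depended on single libraries: 30 without PE1, 79 without PE2, 11 without RE1 and 41 without RE2. All 16 kept their direction in each, which their choice from the same libraries favours. Without RE1, circRNA2638 of PRPSAP1 (adjusted p = 0.0692), circRNA2824 of PANK1 (0.2008), circRNA3100 of B4GALT6 (0.0675), circRNA3319 of METTL9 (0.0675), circRNA4278 of CDON (0.1112) and circRNA5613 of PARP12 (0.1031) no longer passed edgeR's quasi-likelihood test, and without RE2 circRNA2824 (0.0906) and circRNA4278 (0.0652).

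The summed counts of the CRIM1 circRNAs were higher in both RE goats than in both PE goats. Reads of linear CRIM1 RNA over the same exons do not by themselves give a back-splice junction. CRIM1 circRNAs were identified 32 times over the RE libraries and 15 times over the PE libraries, a difference of 17. These are identifications and not numbers of junction reads, and junctions made in library preparation were not separated. Linear CRIM1 RNA as the whole cause is therefore not excluded. Deeper sampling of circRNAs in the RE as a whole is argued against. RE1, with the fewest circRNAs of all libraries (6977), gave 15 CRIM1 circRNAs and PE2, with the most (12112), gave 8. The 490 other hosting genes with 10 or more circRNAs had a median difference of -3 and a highest of 10. The total of identifications, 16163 in the RE and 20079 in the PE, rests on PE2, as RE2 (9186) exceeds PE1 (7967), and candidate back-splice reads before filtering were more in the RE (1490765 and 1895346) than in the PE (924831 and 911567). The share of linear reads left after RNase R treatment, which the paper's results and the submitters' labels state and its library methods do not, stays open, as do junctions made in library preparation, differences between the goats and a difference between the stages, which was not tested apart from the goats.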

How the results depend on the processing

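Settings added after the data were seen are the sums over circRNAs found in all 4 libraries, the tests that leave out a library among these, and term tests on circRNAs at an unadjusted p under 0.05.

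Of the 7940 circRNAs, 0 passed in edgeR, and 0 with either other library size, without the filter, with limma on log2(FPKM + 1) or without any 1 library, while DESeq2 called 601, limma on log2(FPKM + 0.1) 1200, edgeR among circRNAs found in all 4 libraries 16, and 1261 had an unadjusted p under 0.05. Without a library in turn, the count ran from 0 over all circRNAs to 79 among those found in all 4 (30 without PE1, 79 without PE2, 11 without RE1, 41 without RE2). Of 3760 hosting genes, 0 passed in edgeR (383 at an unadjusted p under 0.05), DESeq2 called 290, and sums over circRNAs found in all 4 libraries gave 24. Without a library in turn this ran from 0 to 55 (26 without PE1, 55 without PE2, 9 without RE1, 29 without RE2 for these sums). A stage left with 1 library is assumed to vary like the other. Among circRNAs found in all 4 libraries none is listed at 0, with a dispersion of 0.0544 against 4.03 over all circRNAs. For the other changes the cause was not tested. The 2 pairings that mix the stages gave 1353 and 481 calls in DESeq2, 1332 and 0 in limma on log2(FPKM + 0.1), and 0 and 0 in edgeR, with 1371 and 1122 at an unadjusted p under 0.05. In simulated data, 0% of 4-fold and 0% of 16-fold changes were called over all circRNAs, and 99% and 100% among those found in all 4 libraries, with 11 false calls. Over all hosting genes, on which the gene lists rest, 0% and 0% were called, and 13% and 81% over hosting genes found in all 4, so that a count of 0 there does not show that no gene changed. All features of a simulated set had the same dispersion, and none was missed at identification. The shares called in simulated data may therefore not hold for the real counts.

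The replicate block called 0 circRNAs (3 at an unadjusted p under 0.05) and 0 hosting genes (71). Same-numbered goats did not deviate together (correlations 0.0202 and 0.0186), so the numbers do not pair them. Scaling by the FPKM denominators moved the median log2 fold change of all circRNAs to -0.294 from -0.0697 and that of all hosting genes to -0.5 from -0.0842, and scaling by total counts moved them to 0.41 and 0.203. All 44 named circRNAs kept their sign in every setting, as did 81 of 88 named hosting genes, the exceptions including FBN1, LRP6, NEK7, EBF1, PGM5 and ARHGAP29. Where a circRNA or hosting gene was listed at 0 in both goats of a stage, as many named ones were, no setting could change the sign. Others were named because they passed on these same libraries. A constant sign is therefore no separate support for a change. NEK7 turned from -0.066 to 0.548 over circRNAs found in all 4 libraries, neither of which passed.

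Circular RNAs found in both libraries of 1 stage and neither of the other numbered 1267, against 15002 listed in 1 stage, which ran from 12085 without PE2 to 14356 without RE1. The authors' test gave 0 after Benjamini-Hochberg adjustment, 708 on log2(FPKM + 1), 1054 on log2(FPKM + 0.1) and 15 among circRNAs found in all 4 libraries. As a genomic span, 90.6% of circRNAs exceeded 1000 bases, and with circRNAs found in at least 2 libraries a hosting gene had 2.52. GO terms numbered 0 after adjustment and 23 with at least 3 hosting genes, and KEGG pathways 1 after adjustment. On hosting genes of circRNAs at an unadjusted p under 0.05 in edgeR there were 57 GO terms (19 of them among the 41) and 4 KEGG pathways (2 among the 18). Term tests on circRNAs called by edgeR were not run, as 0 were called. No list passed camera in any setting, with smallest adjusted p-values from 0.1185 to 0.8519.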

Differences from the paper's values

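The recomputed unequal-variance test without the fold minimum, and the unadjusted threshold under alternatives, were added after the values were seen, and the other settings in this part were set before.

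The paper gives about 2% of circRNAs as highly expressed, and values above 15 FPKM made up 20.64% in PE1, 15.84% in PE2, 10.09% in RE1 and 17.77% in RE2. For this measure no alternative was set before the data were examined. Values above 60, the last class of the paper's Table 3, made up 2.28%, 1.87%, 1.02% and 1.8%. That table also counts the class from 15 to 60 as highly expressed, so the paper's text and its Table 3 differ on this. The shares per class here differ somewhat from those of Table 3. At 0.3 to 3.57 FPKM in PE1 the paper gives 31.66%, against 28.43% here.

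The paper gives 334 circRNAs changed between the RE and the PE, and edgeR called 0 of 7940 at an adjusted p of 0.05, with 1261 at an unadjusted p under 0.05. The thresholds differ: the paper's methods state an adjusted value of 0.01, at which edgeR also called 0, DESeq2 18 and limma 0, and its results an unadjusted one. None of the alternatives to this test set before the data were examined came within the paper's value: DESeq2 called 601, limma on log2(FPKM + 0.1) 1200, limma on log2(FPKM + 1) 0, edgeR among circRNAs found in all 4 libraries 16, and other library sizes, no filter, the replicate block and each left-out library 0. At an unadjusted p under 0.05, looked at after the values were seen, edgeR without the filter on low counts gave 354 circRNAs (126 higher and 228 lower), of which 64 are DECs of the paper, so that 270 of the 334 are dropped. Among circRNAs found in all 4 libraries it gave 264, with 321 of the 334 dropped, and without a library 282 (PE1, all higher), 494 (PE2, 493 higher), 430 (RE1, all lower) and 527 (RE2, all lower), with 303, 295, 259 and 269 dropped. Leaving out a library among circRNAs found in all 4 gave 308 (PE1), 368 (PE2), 111 (RE1) and 259 (RE2), with 321, 322, 320 and 322 dropped. The recomputed unequal-variance test on FPKM values, at an unadjusted p under 0.05 and at least 2-fold, reached 334, also when limited to circRNAs found in both libraries of at least 1 stage, and without the fold minimum 351.

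The paper gives 18 significant molecular function terms and 10 significant biological process terms, and the deposited table holds 10 and 18. No alternative was set for these 2 measures before the data were examined.

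The paper counts transcription corepressor activity and hemidesmosome among the significant terms, and the authors' deposited table gives p = 0.0994 and p = 0.102. Among other terms it names, the integrin-mediated signaling pathway has p = 0.379 and phosphatidylinositol-3,4,5-trisphosphate binding p = 0.314 in the authors' deposited table, while the extracellular matrix structural constituent has p = 0.0219.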

Other observations

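The tests of explanations in this part, and the sums over circRNAs found in all 4 libraries, were chosen after the results were seen.

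Summed per hosting gene, those with the smallest p higher in the RE were LOC102189309 (counts of 1622.6 in RE1 and 2900.7 in RE2), the homeobox gene CUX1 (2341.9 and 3407.6), CALD1, which encodes the actin-binding protein caldesmon (633 and 2346.4), SRPX (2105.1 and 1690.7) and the scavenger receptor gene COLEC12, all listed at 0 in both PE goats. Lower were the translation factor gene EIF4A2 (11197 in PE1 and 13003.4 in PE2), SECISBP2L (2634.7 and 4778.9) and the matrix gene CCDC80 (1280 and 1881), listed at 0 in both RE goats, the receptor phosphatase gene PTPRU (log2 fold change -5.34, standard error 0.764) and the kinase gene PRKD3 (-4.045, standard error 0.588). None of these 10 passed (adjusted p = 0.395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives the log2 fold change of PTPRU ran from -5.727 to -0.793, the latter over circRNAs found in all 4 libraries without PE2. Of 3760 hosting genes 0 passed in edgeR, with 116 higher and 267 lower at an unadjusted p under 0.05, DESeq2 called 95 higher and 195 lower, and limma called 0. Over circRNAs found in all 4 libraries, 24 of 1364 passed, 15 higher and 9 lower, among them HSD17B4, a gene of peroxisomal oxidation and estradiol metabolism, which fell by a log2 fold change of -1.29 (standard error 0.235, adjusted p = 0.0479), and PARP12, an interferon-induced gene, which rose by 2.06 (standard error 0.313, adjusted p = 0.0244). Each rests on 1 circRNA: over all 7 circRNAs of HSD17B4 the log2 fold change was -0.33 (standard error 0.574) and over all 5 of PARP12 1.82 (standard error 1.33), neither of which passed. HSD17B4 did not pass without PE1 (adjusted p = 0.0612), RE1 (0.2726) or RE2 (0.122), nor PARP12 without RE1 (0.0928), in edgeR's quasi-likelihood test. Calls of these sums numbered 26 without PE1, 55 without PE2, 9 without RE1 and 29 without RE2.

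With all circRNAs of a gene summed, the other lists showed no member past an adjusted p of 0.05 over all hosting genes in edgeR, and limma called 0 in each. Of the steroid receptors and coregulators 19 of 28 were tested (camera, adjusted p = 0.64), with FKBP5 at a log2 fold change of -2.11 (standard error 0.713) and KDM1A at -1.71 (standard error 0.753). Of the interferon response genes 12 of 42 were tested (0.64), with HERC6 listed at 0 in the PE and PARP14 at 0 in the RE. Of the splicing factors 22 of 36 were tested (0.969), with RBFOX2 listed at 0 in the RE and HNRNPC at -1.57 (standard error 0.719). Of the genes of receptivity and gland secretion 11 of 41 were tested (0.797), with OGDH lower and PLA2G4A, a phospholipase gene of prostaglandin synthesis, at 2.01 (standard error 0.658). Of the markers, 13 of 38 epithelial genes (0.969), 11 of 30 stromal genes (0.797), 6 of 19 smooth muscle genes (0.823), 11 of 22 endothelial genes (0.823), 10 of 27 leukocyte genes (0.64) and 0 of 17 trophoblast genes were tested. Their members with the smallest p were CLDN10 (listed at 0 in the RE) and CDH1 (1.01, standard error 0.585), LOC100860940 (-6.98, standard error 2.77) and FBN1 (-3.65, standard error 1.9), CALD1 and TPM2 (listed at 0 in the RE), KDR (listed at 0 in the RE) and MECOM (1.96, standard error 0.614), and PARP8 (2.08, standard error 0.678) and ITGAM (3.96, standard error 1.53).

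At an unadjusted p under 0.05 in edgeR there were 1 higher and 1 lower gene among interferon, smooth muscle, endothelial and receptivity genes each, 0 and 1 among steroid, splicing and epithelial genes each, 1 and 0 among leukocyte genes, and 0 among stromal genes. DESeq2 called 1 higher and 1 lower interferon gene (HERC6 and PARP14) and smooth muscle gene (CALD1 and TPM2), 1 lower splicing factor (RBFOX2), 1 lower stromal gene (LOC100860940) and 1 lower endothelial gene (KDR), and 0 of the steroid, epithelial, leukocyte and receptivity genes. Adjusted over the list alone, CALD1 passed (adjusted p = 0.0183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 members of the other lists did. Over circRNAs found in all 4 libraries, HSD17B4 and PARP12 passed, and when adjusted over the list alone FKBP5 (-1.18, standard error 0.353, adjusted p = 0.0331) and the progesterone receptor gene PGR (-1.05, standard error 0.323, adjusted p = 0.0331) were among those that passed. Over all hosting genes neither FKBP5 nor PGR passed. FKBP5 was -0.80 without PE1 and -1.47 without PE2, and PGR -0.63 and -1.36.

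Most circRNAs were listed in a single stage, 15002 of 21810. Pairings of the libraries that mix the stages listed 15152 and 14895 in 1 group, above and below the real number, so incomplete identification of circRNAs in each library may account for most of them. Found in both libraries of 1 group and neither of the other were 1267 for the real stages and 1417 and 1160 for the mixed pairings. A difference between the stages for a part of these circRNAs cannot be told apart from differences between goats with 2 goats per stage.

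The authors' test gave 334 DECs for the real stages, and 2 of the 3 ways to pair the libraries, the real one included, gave as many, the others giving 463 and a number below the real one. These pairings are too few for a share under 0.05. Of the DECs of the mixed pairings, 456 and 262 were listed at 0 in a whole group, as were 304 of the real DECs, so a group without spread may account for most small p-values of this test. From these libraries, which of the 334 differ between the stages stays open, and the stages were not tested apart from the goats. The paper tested some DECs by RT-qPCR in other goats and reports that they followed the sequencing, except for circRNA8077. Those measurements were not analysed here.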
